# Dynamic hyper-editing underlies temperature adaptation in *Drosophila*

**DOI:** 10.1371/journal.pgen.1006931

**Published:** 2017-07-26

**Authors:** Ilana Buchumenski, Osnat Bartok, Reut Ashwal-Fluss, Varun Pandey, Hagit T. Porath, Erez Y. Levanon, Sebastian Kadener

## Abstract

In *Drosophila*, A-to-I editing is prevalent in the brain, and mutations in the editing enzyme ADAR correlate with specific behavioral defects. Here we demonstrate a role for ADAR in behavioral temperature adaptation in *Drosophila*. Although there is a higher level of editing at lower temperatures, at 29°C more sites are edited. These sites are less evolutionarily conserved, more disperse, less likely to be involved in secondary structures, and more likely to be located in exons. Interestingly, hypomorph mutants for ADAR display a weaker transcriptional response to temperature changes than wild-type flies and a highly abnormal behavioral response upon temperature increase. In sum, our data shows that ADAR is essential for proper temperature adaptation, a key behavior trait that is essential for survival of flies in the wild. Moreover, our results suggest a more general role of ADAR in regulating RNA secondary structures *in vivo*.

## Author summary

In this work, we study one of the most abundant, yet poorly characterized genomic phenomena that has the potential to change the basic biological dogma–RNA editing, which creates transcriptome diversity by transforming adenosine into guanosine in RNA sequences. Such alteration, which is performed by ADAR family of deaminases, does not damage the original genomic version, and can be revised when circumstances change. Our analysis demonstrates that ADAR plays an important role in temperature adaptation by sensing and acting globally on RNA secondary structure. We suggest that ADAR has evolved to be highly efficient at cold temperatures, where RNA secondary structure is more prevalent. On the contrary, at high temperatures, where the secondary structure is more labile, ADAR may have negative effects, as it increases the chance of substitution in exonic sequences. Moreover, we observed behavioral defects in the ADAR hypomorphs at high temperatures.

## Introduction

Control of RNA function is essential for all living organisms. Gene expression is regulated at the transcriptional, co-transcriptional and post-transcriptional levels. Regulation at the post-transcriptional level is achieved by alternative pre-mRNA processing, regulation of RNA turnover, control of RNA localization or translation. Post-transcriptional RNA modifications also serve to regulate the functions of specific coding or non-coding RNA molecules without any impact at the DNA level[1].

A prevalent RNA modification is A-to-I editing. The reaction is catalyzed by the ADAR family of enzymes[2]. ADAR stands for “adenosine deaminase acting on RNA”. These enzymes deaminate the nucleotide adenosine (A), converting it to inosine (I)[3,4]. In RNAs that encode proteins, this modification can lead to an amino-acid substitution, as (I) is recognized as guanosine (G) by the ribosome[5]. Until recently, RNA editing events were considered rare; however, since the advent of next generation sequencing technologies, millions of editing sites have been identified in metazoan transcriptomes[6–8] including that of *Drosophila melanogaster*[9–12]. Hundreds of the editing sites are located in fly coding sequences, and many of them alter protein sequence, thus expanding the proteome diversity and increasing genomic flexibility. A-to-I editing can also influence the protein repertoire by creating or destroying splice sites of coding exons[13,14]. Most of the editing events occur in non-coding regions including introns and 3’ and 5’ untranslated regions (UTRs). Some of those editing events regulate RNA degradation[15] and microRNA (miRNA) function[16].

Identifying novel editing sites is not easy, since A-to-G mismatches can occur due to somatic mutations, genomic polymorphisms, and sequencing or alignment errors[17]. Traditionally, RNA editing events are identified by aligning the RNA-seq data to the genome. Recently, we developed an approach[12] that can detect RNA editing events with high specificity without the need for matched DNA. Our algorithm relies on the observation that ADAR enzymes tend to edit their substrates at multiple sites, resulting in dense clusters of editing events. Those heavily edited regions, which are usually missed by other editing detection approaches, contain reliable A-to-I events. Using this approach we revealed that A-to-I transition occurs frequently in *Drosophila*, especially in the brain[12].

RNA editing is critical to the function of the nervous system. Indeed, A-to-I editing re-coding events are found mainly in neuronal genes, and functional effects of editing on ion channels and G-protein coupled receptors have been demonstrated[18–21]. Editing is important for normal brain function in *Drosophila*[22] as mutants lacking the ADAR enzyme exhibit behavior alterations including defects in flight, motor control, and mating[22]. There are three ADAR genes in mammals (encoding ADAR1, ADAR2, and ADAR3), but *Drosophila melanogaster* has only a single ADAR protein (dADAR), an ortholog of the mammalian ADAR2. ADAR1 was lost during the evolution of insects[23].

Interestingly, most A-to-I editing events in flies do not seem to impact the coding sequence and do not alter directly gene expression by altering splicing or miRNA binding sites, leading researchers to postulate that most RNA editing events are non-functional[24]. However, ADAR has also been shown to regulate the unwinding of double-stranded RNAs[25]. ADAR displays strong specificity for long double-stranded RNA structures, with little sequence preference. In mammals, the disruption of endogenous secondary structures by ADAR is required to prevent activation of the cytosolic innate immune system[26–28], suggesting a role of A-to-I editing in general sensing and disruption of secondary structures.

Therefore, it is not surprising that ADAR activity appears to be modulated in situations in which RNA secondary structure is altered. One of these situations is temperature change, in particular in poikilotherm organisms like *Drosophila* that do not regulate internal temperature. Indeed, temperature is a strong regulator of fly physiology and behavior[29]. The pattern of locomotor activity is immediately changed when flies are transferred between temperatures[29]. Interestingly, recent work demonstrates that ADAR activity in *Drosophila* is strongly influenced by temperature[30]. At a subset of well-characterized editing sites, editing levels were significantly higher at 15°C than at 35°C. This is likely due to the lower stability of the structures surrounding the editing sites as well as to a strong inhibition of ADAR activity at 35°C. The effect on ADAR activity is achieved both by downregulation of *adar* expression and by a decrease in ADAR activity. Interestingly, at higher temperatures *adar* mRNA is auto-edited, resulting in a protein with diminished editing activity. The fact that ADAR activity is tightly regulated by temperature suggests that A-to-I editing is important for the adaptation of flies to temperature changes[31], perhaps through regulation of RNA secondary structure.

Here we investigate the role of ADAR in temperature adaptation in *Drosophila*. We first fully characterized the A-to-I editing landscape in heads of flies adapted to temperatures of 18, 25, and 29°C. By utilizing our recently developed approach[12], we identified thousands of previously unknown editing sites, many of which were temperature specific. Interestingly, we found that although editing is more prevalent at lower temperatures, more sites are edited at 29°C. This is due to loss of specificity of ADAR, as the sites edited at 29°C but not at lower temperature. At 29°C, the editing sites are less evolutionarily conserved, less frequently edited, less likely to be engaged in secondary structures and to target exons, and more likely to cause deleterious effects. Interestingly, dADAR hypomorphs cannot adapt their transcriptomes or behavioral patterns to temperature changes, indicating that editing is necessary for temperature adaptation. In sum, our work suggests a general role of ADAR as a sensor of secondary structure disruption, which is especially important during temperature adaptation.

## Results

### The degree and prevalence of A-to-I RNA editing is dynamically affected by temperature

To explore the global effect of temperature on RNA-editing, we generated RNA-seq datasets from heads of flies entrained at three different temperatures (18, 25, and 29°C). To identify *de novo* RNA editing sites in this dataset, we utilized our previously published algorithm[12]. Our approach accurately detects edited and hyper-edited sequences without the need for matched DNA. Utilizing this approach, we detected 30,190 unique hyper-edited sites (Fig 1A). As expected, the A-to-G transitions were the most commonly observed and in all cases were localized in the expected strand of the DNA (see Methods, S1 Fig). The nearly 30,000 sites we identified far exceeds the 2,697[6], 3580[32], and 1,341[11] editing sites previously identified in flies. As expected, we were able to detect many of the previously identified editing sites (687 of 2,697 sites previously identified by RADAR[6], 1,181 of 3,580 sites and 332 of 1,341 sites in the other available datasets[11,32]), but the majority identified sites (83.95%) are novel, expanding the total number of known editing sites in fly to 32,974. Notably, more than a third of the newly identified sites (11,079) are in coding sequences (Fig 1A). This is a much higher percentage than any studied organism so far. Yet, the total number of recoding editing sites is lower than identified in Cephalopods [33]. Importantly, the sites exhibited a strong sequence consensus around the edited adenosine, similar to the previously described ADAR motif: a strong depletion of G immediately upstream to the edited site and some enrichment in G immediately downstream (Fig 1B).

**Fig 1:**
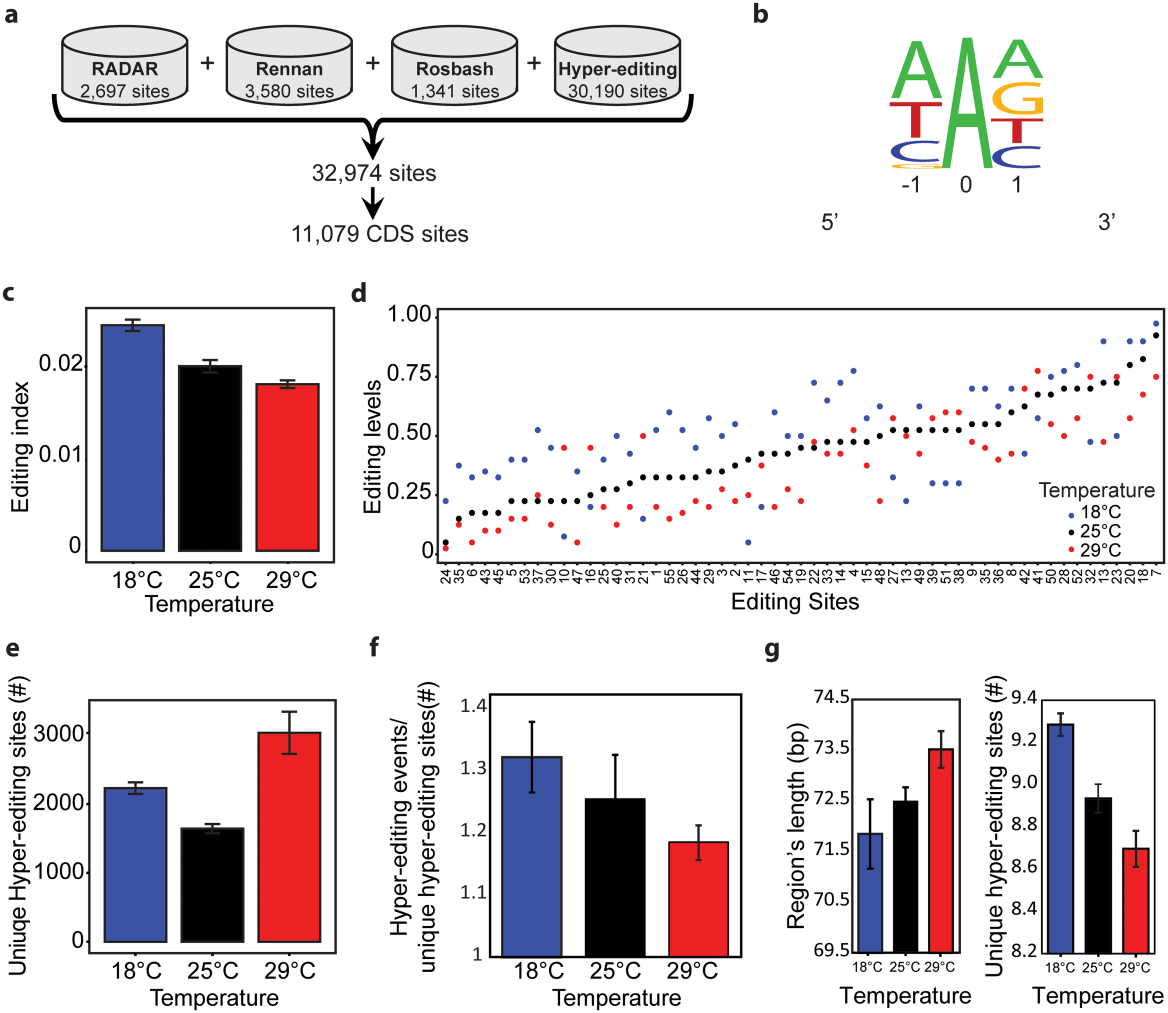
The degree and prevalence of A-to-I RNA editing are dynamically affected by temperature. **(A)** Generation of editing list by combining the RADAR database (2,697 sites), Rennan's and Rosbash's datasets[11,32] (3,580 and 1,341 sites respectively) with novel hyper-editing sites detected by our method (30,190 sites). This resulted in a list of 32,974 unique sites, containing 11,097 editing sites in CDS. **(B)** Hyper-editing motif. The sequence near the hyper-editing sites is depleted of Gs upstream and enriched with Gs downstream as expected from ADAR targets. **(C)** Editing index, fraction of inosines among all expressed adenosines of all detected editing sites, show lower editing levels at 29°C. **(D)** Editing levels of significantly altered 55 editing sites in CDS. Each site is presented by a number which indicates its position in S1 Table. **(E)** The distribution of hyper-editing detected sites, shows higher number of sites found at elevated temperature. **(F)** Average hyper-editing events per detected sites. Statistical significance between 18°C and 29°C was assessed by Student-t test (p<10^−4^). **(G)** Editing cluster's difference between temperatures. Left panel presents the average cluster length for each temperature. Right panel presents the average unique number of detected editing-sites for each temperature.

When comparing editing events in flies entrained at different temperatures, we observed that the editing index (fraction of I/total number of reads) was lower at 29°C than at 18 or 25°C (Fig 1C), as previously described[32]. Importantly, we observed this trend both for all sites (32,974) as well as for only the newly identified hyper-edited sites (S2A and S2B Fig). Indeed, we detected 55 sites with significantly different editing efficiencies at different temperatures, a subset of which we also validated (Fig 1D and S3 Fig). Fifty of those 55 sites were also detected as edited in additional fly RNA-seq datasets (see Methods).

Surprisingly, and despite the lower editing index at 29°C compared to lower temperatures, there were significantly more hyper-edited sites at 29°C (3,036 sites) than at 25°C or 18°C (1,644 sites and 2,232 respectively; Fig 1E). These results show that although there is less hyper-editing activity overall, there are more hyper-editing sites at elevated temperature. As expected, we found that the average number of hyper-editing events per detected site at 29°C are significantly lower than at 18°C (p<10^−4^, Fig 1F).

The lower editing index and higher abundance of editing we observed at 29°C suggest that ADAR is more promiscuous at that temperature. As ADAR enzyme tends to edit sites in clusters[2], we explored whether the size of the clusters differed as a function of temperature. We defined cluster length as the number of nucleotides between the first and the last high-quality A-to-G mismatch (cluster should cover at least 10% of the read). Then, all overlapping hyper-edited clusters were merged to create a hyper-edited region, maintaining a maximum distance of 20 bases between clusters (S2D Fig). We found that the length of the hyper-edited region increased with temperature (Fig 1G left) and that the average number of edited sites within a cluster decreased as the temperature increased (Fig 1G right). In addition, there was a higher overlap between clusters at low temperature than at elevated temperature. Together, these results suggest that at high temperature the editing events are sparser and that ADAR is less specific.

### Editing sites at 29°C are less evolutionarily conserved and are not enriched in genes engaged in brain-specific function

The presence of significantly more editing sites that are less frequently modified at 29°C than at lower temperatures raised the question of whether these sites might be modified in a stochastic way. Hence, we assessed the evolutionary conservation of the unique and higher frequency sites observed at 29°C. Indeed, conservation analysis (PhastCons[34] score) of the hyper-edited sites revealed that sites supported by more than one event were more likely to be evolutionarily conserved than unique hyper-edited sites (Fig 2A). This supports our hypothesis that uniquely edited sites, which are more abundant at higher temperature, are likely the results of non-specific activity of ADAR.

**Fig 2:**
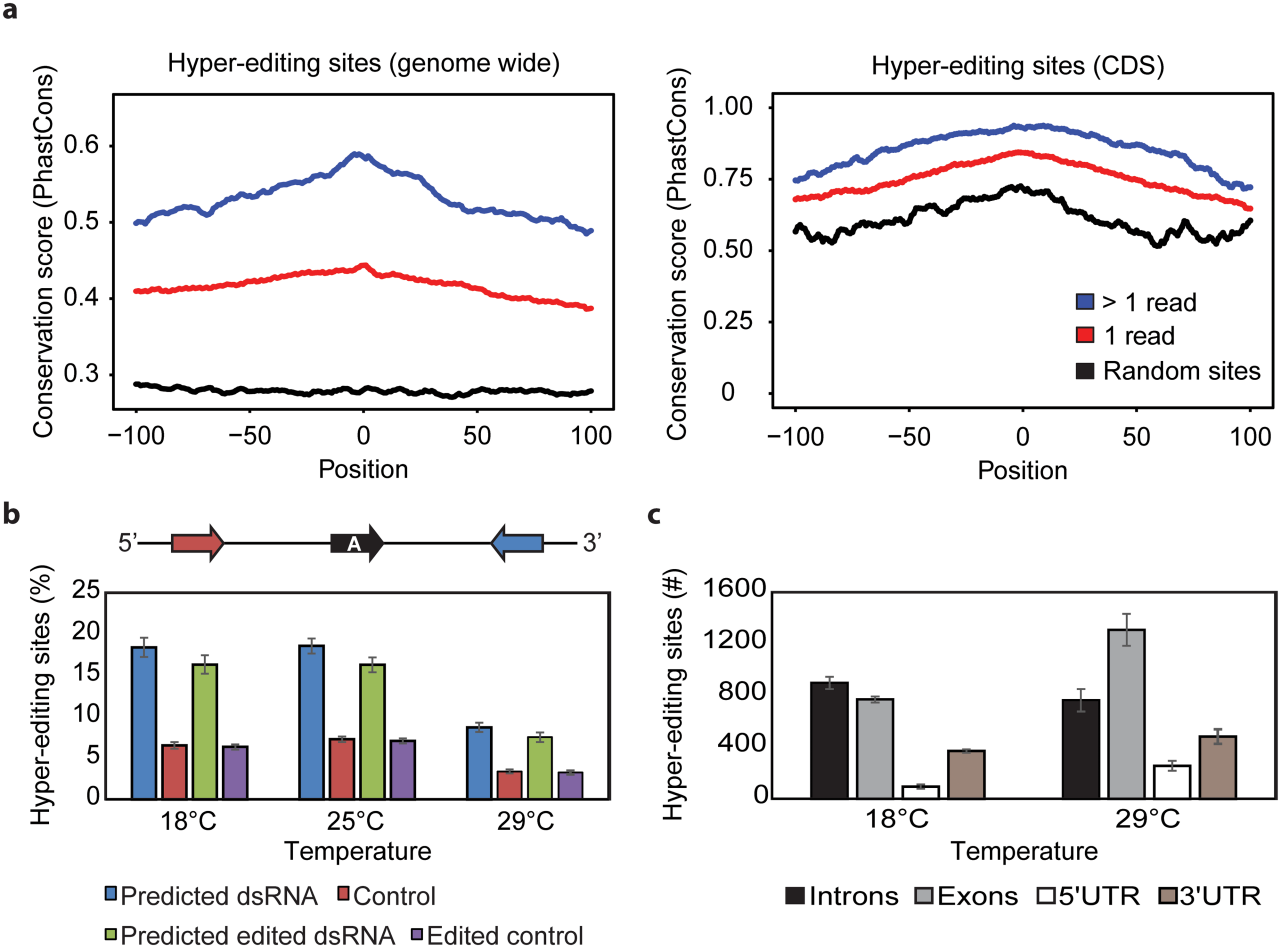
Editing sites at lower temperatures are edited more frequently and are more commonly flanked by complementary sequences. **(A)** Mean conservation (PhastCons) score of hyper-edited sites. Position 0 indicates the position of editing site. Blue line denotes conservation mean for editing sites supported by more than one event, red line denoted conservation mean for editing sites supported by only one event, and black line represents background conservation of chosen randomly adenosines. Left figure represents all genome wide hyper-editing sites, while the right figure represents hyper-editing sites in coding regions (CDS). The information from the non-hyper-edited reads was included. **(B)** RNA secondary structure prediction using BLAST[50] tool (see Methods). Blue bars donate for predicted dsRNA structure involving the hyper-editing site, as we succeeded to match the editing regions with their anti-sense sequence. Red bars denote for matches found in the sense sequence, representing the control. Green bars denote for predicted dsRNA structure involving the hyper-editing site after converting the adenosine (A) to its edited form, guanosine (G). Violet bars represents the control for the converted adenosines. **(C)** Genomic locations of detected hyper-editing sites show increase in the number of exonic sites at 29°C.

To identify whether transcripts from different functional classes are edited at different temperatures, we evaluated enrichment of gene ontology (GO) terms for mRNAs edited at the different temperatures using the PANTHER classification system[35]. We observed that edited transcripts at both 18 and 29°C are highly enriched for genes related to 'alternative splicing', 'nucleotide binding', and 'ATP binding' (Table 1). Interestingly, only the set of genes edited at 18°C is significantly enriched for transcripts with the 'RNA editing' term, given to transcripts with known edited sites (FDR < 0.05; Table 1). This again suggests that many of hyper-edited sites found in flies entrained at 29°C are random. As most of the characterized ADAR editing sites are in genes involved in neural function, it was not surprising that at 18°C we found a strong and significant enrichment for editing sites in genes related to 'ion transport', 'ion channels', and 'synapses' (Table 1). However, many of those terms are not significantly enriched in genes with transcripts edited at 29°C (Table 1), suggesting that at high temperature editing follows different rules or no rules.

**Table 1:** Functional analysis of hyper-edited genes.

Term	18°C p.value	18°C FDR	29°C p.value	29°C FDR
Alternative splicing	2.40E-12	3.20E-09	6.00E-16	7.30E-13
Phosphoprotein	7.20E-08	9.50E-05	1.70E-06	2.30E-03
Kinase	1.70E-07	2.20E-04	3.40E-07	4.50E-04
RNA editing	5.00E-07	6.50E-04	3.20E-04	N.S
Nucleotide-binding	4.40E-06	5.80E-03	1.40E-08	1.80E-05
Cytoplasm	5.40E-06	7.10E-03	7.20E-05	N.S
Ion transport	6.80E-06	8.90E-03	3.00E-02	N.S
Ionic channel	1.00E-05	1.30E-02	N.S	N.S
ATP-binding	1.50E-05	2.00E-02	5.80E-08	7.70E-05
Membrane	1.60E-05	2.00E-02	NA	NA
Cell junction	2.30E-05	3.00E-02	N.S	N.S
Synapse	2.40E-05	3.10E-02	N.S	N.S
Serine/threonine-protein kinase	5.40E-05	N.S	8.30E-08	1.10E-04
Nucleus	3.00E-04	N.S	1.30E-05	1.70E-02

Editing sites in both temperatures are present in mRNAs with specific functions. P.value and FDR are indicated for each functional category.

### Increase in temperature results in decreased ADAR specificity for inverted repeats

It is assumed that edited sites are located in double-stranded structures as ADAR binding and enzymatic activity is specific for these regions[28,36]. To determine whether the observed editing sites are located in regions of secondary structure, we determined whether there is a complementary RNA stretch on the same strand within 2 kilobases up- or downstream of the edited sites. For many of the edited sites, there is a nearby RNA sequence that could form a double-stranded structure that involves the edited site (Fig 2B, blue bars). As a control, we searched for complementary sequences in the opposite strand and found little complementarity (Fig 2B, red bars). This strongly suggests that edited sites must be involved in a double-stranded structure.

Interestingly, a higher percentage of editing sites are in potentially double-stranded regions at 18°C than at 29°C (18.41% and 8.73% of the hyper-edited sites, respectively). These data again suggest that although there are more editing sites at 29°C, ADAR is less specific at this temperature and may modify RNA even when it is not involved in a strong secondary structure. It is possible that at higher temperatures labile double-stranded RNA structures also serve as ADAR substrates. As expected based on previously results[32], we found that the *ADAR* mRNA expression decreased as temperature increased (S2C Fig), implying a potential mechanism for avoiding widespread non-specific editing at 29°C. One may argue that few editing sites have no dramatic impact on the dsRNA structure. However we noted that editing at even a single site has a detectable (although small) outcome on the predicted double strand structure (Fig 2B, green bars).

Although the results obtained above suggest the presence of little or no secondary structure on ADAR targets which are unique to 29°C, it is possible that secondary structure is present and was not detected by our aligning approach. Therefore, we determined the percentage of editing sites engaged in evolutionarily conserved secondary structures as predicted by EvoFold[37]. Consistent with the data presented above, we observed that at 18°C editing sites were twice as likely to be present in regions of evolutionarily conserved secondary structure than were sites edited at 29°C (Table 2).

**Table 2:** EvoFold analysis of hyper-editing sites.

Temperature	number of samples	Total number of sites	Number of evoFold sites	% evoFold sites
18°C	3	10,122	67	0.66%
25°C	2	5,406	27	0.50%
29°C	3	15,724	55	0.35%

Editing sites at low temperatures are more abundant inside evolutionary conserved functional RNA structures.

We next evaluated the regions of the pre-mRNA in which editing occurs at the different temperatures. Although the analyzed data were based on polyA^+^ selection, we observed a significant fraction of editing in intronic sequences. Indeed, we observed that at 18°C, 40% of the editing sites are located in intronic sequences. This is likely an underestimation, as we did not use nascent RNA for this assessment. Interestingly, at 29°C we observed a significant shift toward exons (Fig 2C). As exons tend to have fewer repeated sequences, and thus less option for stable long secondary structure than introns, these data again suggest more randomness in editing at 29°C. The obvious consequence of this miss-regulation is that of possible toxic effects of RNA editing at 29°C.

### ADAR hypomorphs display weaker adaptation of their transcriptome to temperature shifts

Temperature provokes large changes in the fly transcriptome[38]. As ADAR activity and specificity are particularly affected by temperature, we sought to determine whether ADAR mediates part of the transcriptional response to temperature changes. We used ADAR hypomorph flies, which contain a transposon insertion in an *adar* intron and display a substantial reduction in ADAR levels and activity [39]. We analyzed gene expression in heads from control and ADAR hypomorph flies[39] entrained at 18°C and 29°C by 3’ RNA-seq. 

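The 3' RNA-seq data cover 4 groups of fly heads, WT and ADAR hypomorph flies at 18°C and at 29°C, with 3 libraries in each group. A hypomorph carries an allele with reduced function, and 3' RNA-seq (digital gene expression) sequences fragments next to the poly(A) tail, so that the reads of a gene measure its mRNA level with little dependence on transcript length. The authors aligned the reads to the fly genome and transcriptome (dm3) with TopHat, counted the reads of each gene with ESAT and deposited whole-number counts for 15423 genes without normalization. Total counts ranged from 4679393 to 7003233 (median 5650540) in WT flies at 18°C, from 4409119 to 7449096 (median 7406188) in ADAR hypomorph flies at 18°C, from 6750281 to 8725136 (median 7901058) in WT flies at 29°C and from 7348323 to 8806472 (median 7646695) in ADAR hypomorph flies at 29°C. The 10 most abundant genes took 15.9% to 16.7% of the counts in WT flies at 18°C but 10.8% to 11.7% in ADAR hypomorph flies at 18°C, and 13.9% to 14.4% against 12.8% to 13.7% at 29°C. Because of this difference in composition, the counts were scaled by edgeR's TMM method rather than by total count alone. In each group, 1 library carried no replicate number in the deposited table and was used as a replicate of its group without a pairing. Genes with enough counts for edgeR's filterByExpr were kept, 9553 in all, and were fitted in a single quasi-likelihood model with the 4 groups, from which the temperature effect in each strain, the strain effect at each temperature and the difference of the temperature effects were taken. Fold changes between temperatures are given as 18°C over 29°C, so that a positive value is higher at 18°C, and those between strains as ADAR hypomorph over WT. The criterion of the paper, a log2 fold change beyond 1 in either direction and a p-value under 0.05, was applied to the unadjusted p of this model, and p-values adjusted by the Benjamini-Hochberg method are given beside it. Each group has 3 libraries, so an exact permutation test of a single gene between groups cannot give a p below 0.1.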

As expected, ADAR hypomorph flies displayed approximately 15% of the levels of editing observed in the control flies[39] (S4A Fig). This is likely due to lower RNA and protein levels and not the production of a new truncated protein, since we did not observe a new shorter *adar* mRNA isoforms in the hypomorph flies, but we detected significantly lower levels of *adar* mRNA (S4B and S4C Fig). 

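Adar, on the X chromosome, was measured at 38.8 ± 3.08 CPM (counts relative to the TMM-normalized library size, SD, n = 3) in WT flies at 18°C and at 29.4 ± 7.68 CPM (SD, n = 3) in ADAR hypomorph flies at 18°C. At 29°C it was at 39.7 ± 2.51 CPM (SD, n = 3) in WT flies and at 23.2 ± 1.48 CPM (SD, n = 3) in ADAR hypomorph flies. The level in the hypomorph was 58.5% of the WT level at 29°C, a log2 fold change of -0.77 (standard error 0.14, adjusted p = 0.000859 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The ranges of the strains did not overlap at this temperature (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). At 18°C the level in the hypomorph was 75.1% of the WT level, a log2 fold change of -0.41 (standard error 0.14, adjusted p = 0.0424 from the same model). At 18°C the strains overlapped, because the hypomorph library without a replicate number had 37.7 CPM, while replicates 2 and 3 had 22.5 and 28.0 CPM and the WT libraries lay between 35.2 and 40.9 CPM (exact permutation test, two-sided, p = 0.2). With each library left out in turn, the log2 fold change at 29°C stayed between -0.81 and -0.72. At 18°C it moved between -0.62 and -0.25, and the adjusted p exceeded 0.05 in 4 of the 6 fits. It was also above 0.05 when only the 2 groups at 18°C were fitted (adjusted p = 0.0579 from edgeR's quasi-likelihood test). It was lower, from 0.0163 with DESeq2 to 0.0313 with edgeR and DESeq2's size factors, in those fits, with other filters on low counts and with the replicate block. The strain effects at 18°C and 29°C did not differ beyond the spread of the libraries (difference 0.36, standard error 0.20, adjusted p = 0.443 from the same model).

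**Figure D1:**
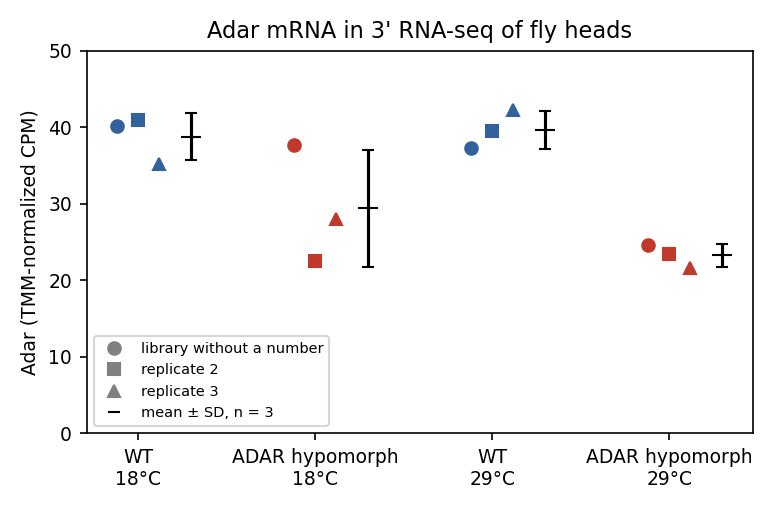
Adar level in each library, in TMM-normalized CPM, by strain (blue, WT; red, ADAR hypomorph) and temperature; black bars give the mean ± SD of 3 libraries. The 3 hypomorph libraries at 29°C lie between 21.7 and 24.6 CPM, below all WT libraries, and at 18°C 1 hypomorph library, at 37.7 CPM, lies within the WT range.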

Next, we examined the differential gene expression between 29°C and 18°C in WT vs. ADAR hypomorphs. As previously described[38], we observed significant differences in gene expression between the two temperatures (Fig 3A), and there was a good correlation in the changes of mRNA expression in the two strains (Fig 3B). 

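Between 18°C and 29°C, 700 of the 9553 genes tested passed the criterion of the paper in WT flies, 387 of them higher at 18°C and 313 higher at 29°C. In ADAR hypomorph flies 588 genes passed, 297 higher at 18°C and 291 higher at 29°C. With an adjusted p under 0.05 as well as the fold change limit, 626 genes remained in WT flies and 485 in ADAR hypomorph flies. The filter on low counts moved these numbers most, in both directions: 342 genes in WT and 276 in ADAR hypomorph flies passed among genes with at least 10 counts in every library, and 1111 and 766 among all genes with at least 1 count. The strains shared 307 of these genes, 303 of them changed in the same direction, and 393 genes passed only in WT and 281 only in the hypomorph. Over the 981 genes that passed in either strain, the log2 fold changes of the strains had a Pearson r of 0.688 and a Spearman rho of 0.667 across genes, each with a permutation p of 0.0001, the smallest that 10000 permutations can give. Genes are not independent replicates, so this p describes the genes and not the flies. Of the 981 genes, 880 (89.7%) changed in the same direction in both strains. Leaving out each library in turn gave r between 0.573 and 0.739. Among the genes with the largest increases at 18°C in WT flies was Fbp1, at 170.4 ± 86.1 normalized counts (scaled to the mean library, SD, n = 3) at 18°C and 5.81 ± 4.48 at 29°C, a log2 fold change of 4.87 (standard error 0.59, adjusted p = 1.53e-05 from edgeR's quasi-likelihood test). CG14569 had a log2 fold change of 4.74 (standard error 0.94, adjusted p = 0.00114 from the same model). CG14573 was at least 13.4-fold higher at 18°C in WT flies, and CG18673 was at least 10.5-fold higher at 29°C, each against a group with no more than 3 counts per library. Jon65Aiii and LysB, also among the largest increases at 29°C in WT flies, had means of 276 and 578 normalized counts with SDs of 461 and 933 (n = 3), because most of their counts came from replicate 2, and their calls were lost in 5 and 2 of 16 alternative fits. Both genes belong to families of similar genes whose reads the counting could have split. In ADAR hypomorph flies Ccp84Ag was at 221 ± 33.0 normalized counts at 18°C and 7.59 ± 3.4 at 29°C (n = 3, log2 fold change 4.81, standard error 0.27, adjusted p = 7.03e-09 from edgeR's quasi-likelihood test), and CG32368 had a log2 fold change of 4.56 (standard error 0.47, adjusted p = 2.99e-06). CR44989 was at least 8.16-fold higher at 18°C in the hypomorph. CG14273 was at 476 ± 89.1 normalized counts at 29°C and 2.67 ± 2.72 at 18°C in the hypomorph (n = 3, log2 fold change -7.62, standard error 0.35, adjusted p = 5.10e-09). CG15473 was at least 3.59-fold and CG10472 at least 9.00-fold higher at 29°C in the hypomorph, and the call for CG10472, which had most of its counts in replicate 2 (27.7 ± 39.1 normalized counts, SD, n = 3), was lost in 4 of 16 alternative fits.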

To determine whether differences in RNA editing could lead to specific changes in the fly transcriptome we determined the gene editing levels of the genes differentially expressed between control and ADAR hypomorph flies. Indeed, we found that the differentially expressed genes exhibited significantly higher levels of editing than the control set of genes (most expressed genes, Fig 3C). Interestingly, that behavior was also influenced by temperature, as editing levels in those differentially expressed genes were significantly higher at 29°C (p = 2*10^−3^, Fig 3C).

**Fig 3:**
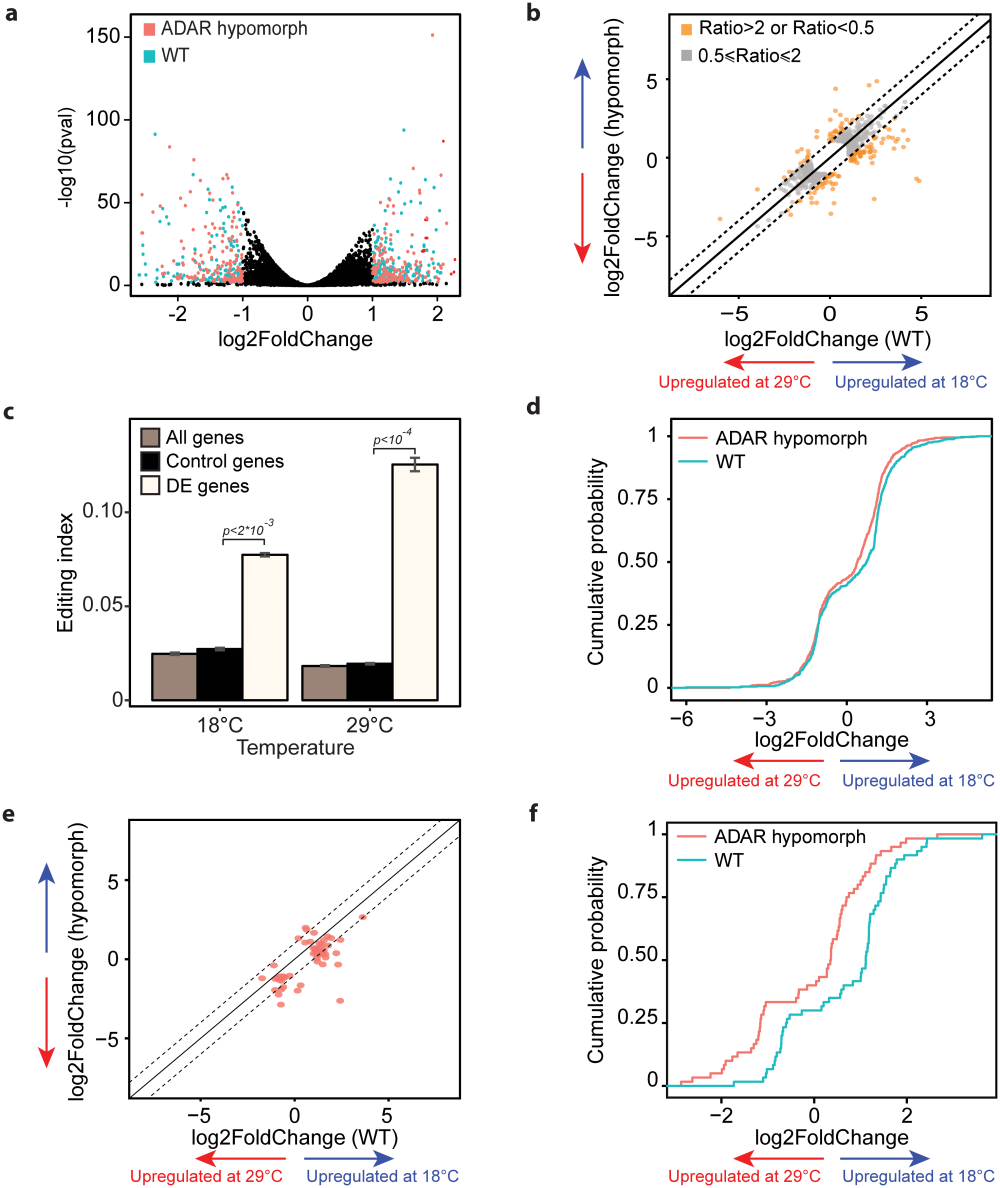
ADAR hypomorphs display weaker adaptation of their transcriptome to temperature shifts. **(A)** 'Volcano plot' showing gene expression differences in 29°C vs. 18°C in WT and ADAR hypomorph flies. Colored dots indicate genes significantly changing between the temperatures (p < 0.05, *log*_2_ (fold change) > 1). **(B)** Fold change levels of differentially expressed genes in 29°C vs. 18°C (selected as described in A) are plotted in a log scale WT against ADAR hypomorph. Orange dots indicate genes in which the fold change ratio between WT and ADAR hypomorph is > 2 or < 0.5 (**C**) Editing index, fraction of inosines among all expressed adenosines of all detected editing sites, for differentially expressed genes between control and ADAR hypomorph flies (light bars). Brown bars donate for editing index in all expressed genes. Black bars donates for editing index in control set of 60% most expressed genes. The p.values were calculated using bootstrapping exam with 10,000 random sampling from the control set. The editing levels were calculated on *wild type* CantonS strain. (**D**) Cumulative distribution plot for all genes differentially expressed between 29°C and 18°C. Kolmogorov-Smirnov test was used to determine the statistical significance of the differences between the curves (p < 0.0001). (**E**) Fold change levels of differentially expressed genes in 29°C vs. 18°C that are affected by ADAR hypomorph only in 18°C. Plot was generated as described in B. (**F**) Cumulative distribution plot of genes differentially expressed at 29°C vs. 18°C that are affected by ADAR hypomorph only in 18°C. Kolmogorov-Smirnov test was used to determine the statistical significance of the differences between the curves (p < 0.001).

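The fold change between temperatures differed by more than 2-fold between WT and ADAR hypomorph flies for 347 of the 981 genes that changed with temperature (35.4%). The change was more positive in WT for 185 of these genes and more positive in the hypomorph for 162. In 100 simulations with the same response in both strains, a median of 164 genes differed this much (central range 143 to 184). None of the simulations reached 347. Noise and the choice of genes therefore account for a part of the 347 in these simulations and not for all of it. The simulated genes varied independently, so shifts shared by the genes of a library were not covered. The difference between the responses of the strains, tested for each gene, had an unadjusted p under 0.05 for 182 of the 347 genes and an adjusted p under 0.05 for 52 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 9553 genes). Among all 9553 genes, the difference had an adjusted p under 0.05 for 222 genes, of which 83 had changed with temperature by the fold change criterion. The response was more positive in WT for 161 and more positive in ADAR hypomorph flies for 61 of the 222 genes. Leaving out each library in turn gave 154 to 214 such genes, DESeq2 gave 311, and a fit of the 8 libraries with a replicate number alone, chosen after the data were seen, gave 69. The largest negative differences among genes that reached a mean of 10 normalized counts were those of Fbp1 (-6.50, standard error 0.92, adjusted p = 0.00102), Fbp2 (-6.03, standard error 0.87, adjusted p = 0.00110) and Lsp1alpha (-5.81, standard error 0.90, adjusted p = 0.00191), all log2 differences of the response in the hypomorph minus that in WT. Fbp2 was at 96.1 ± 45.8 normalized counts in WT flies at 18°C and at 3.61 ± 2.80 at 29°C, against 5.67 ± 3.35 and 14.3 ± 7.43 in ADAR hypomorph flies (SD, n = 3). Lsp1alpha is 1 of several similar larval serum protein genes whose reads the counting could have split, and the calls for Fbp2 and Lsp1alpha were each lost in 1 of 16 alternative fits. CG1722 (4.13, standard error 0.73, adjusted p = 0.00560), CG43293 (3.68, standard error 0.85, adjusted p = 0.0288) and Cyp6a20 (2.66, standard error 0.38, adjusted p = 0.00106) had the largest positive differences. CG43293 lost its call in 13 of 16 alternative fits and CG1722 in 1 of 16, whereas Cyp6a20 kept it in all 17 that tested it.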

While performing the differentially expression analysis we observed a group of genes that responded differently to temperature changes (Fig 3B, orange dots). 

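The 387 genes higher at 18°C in WT flies had a median log2 fold change of 1.43 in WT (quartiles 1.16 and 1.96) and of 0.90 in ADAR hypomorph flies (quartiles 0.50 and 1.33). The response was smaller in the hypomorph for 322 of them (83.2%), and the distributions differed by a two-sided Kolmogorov-Smirnov test (D = 0.561, permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 2.75e-05 over 11 gene sets by the Benjamini-Hochberg method). This p is across genes, which are not independent replicates. The genes were chosen for a WT log2 fold change over 1, with no such limit in the hypomorph. The choice alone thus favours a difference, and the test does not pair the 2 values of a gene, so the p is no support for a weaker response. The difference between the strains had an adjusted p under 0.05 for 34 of the 387 genes by edgeR's quasi-likelihood test. The comparison was repeated on other choices of genes. Over the 297 genes higher at 18°C in ADAR hypomorph flies, the medians were 1.07 in WT and 1.39 in the hypomorph, the opposite order. When the 316 genes were chosen on the mean response of both strains, the medians were 1.52 in WT and 1.27 in the hypomorph (permutation p = 3.00e-05 for the Kolmogorov-Smirnov test). When the genes were chosen on 2 WT replicates per temperature and the WT response was taken from the third, the difference between the medians averaged -0.36 and was negative in all 9 combinations, from -0.47 to -0.21. The test was also made on libraries in place of genes. The mean log2(CPM + 1) of the 387 genes was 4.21 ± 0.20 in WT and 3.69 ± 0.06 in ADAR hypomorph flies at 18°C, and 2.87 ± 0.11 and 2.90 ± 0.10 at 29°C (SD, n = 3). The difference of the temperature responses was -0.55, which 14 of the 400 arrangements of the strain labels within each temperature reached (exact permutation test, two-sided, p = 0.035), on genes chosen from the same WT libraries. For the genes chosen on the mean response it was -0.25 (exact permutation test, two-sided, p = 0.225). For the genes chosen in the hypomorph it was 0.31 (exact permutation test, two-sided, p = 0.01), on genes chosen from the same hypomorph libraries. The arrangements of labels take no account of replicate numbers. Labels are exchanged separately at each temperature, so a strain effect shared by the temperatures can turn into a difference of responses. These p-values therefore do not measure the spread of the libraries alone. Same-numbered libraries of the strains deviated together at 29°C (correlation of the deviations from the group means 0.297). Over all 981 genes changed in either strain, the medians were 0.33 in WT and 0.31 in the hypomorph (D = 0.0805, permutation p = 0.00306, adjusted p = 0.00481 over the 11 sets).

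**Figure D2:**
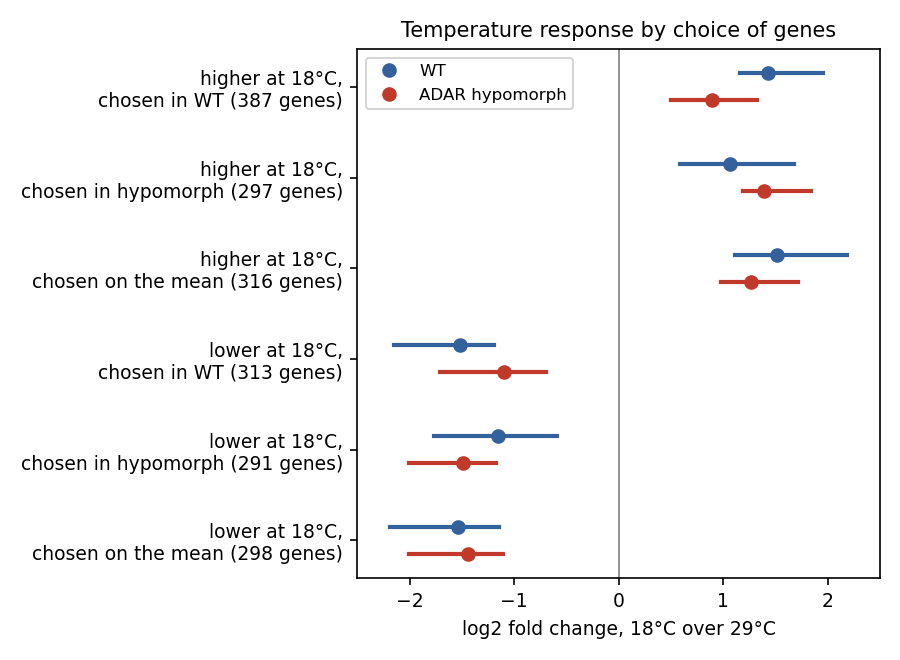
Median (points) and quartiles (lines) of the log2 fold change at 18°C over 29°C in WT (blue) and ADAR hypomorph (red) flies, for genes higher or lower at 18°C chosen in WT, in the hypomorph or on the mean response of both strains. Genes chosen in WT have the larger median in WT, 1.43 against 0.90, and genes chosen in the hypomorph have the larger median there, 1.39 against 1.07.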

More specifically, we observed significant differences in the mRNAs that are upregulated at 18°C in wild-type flies, and found that the temperature dependent changes are of smaller magnitudes in the dADAR hypomorph flies (Fig 3D).

In order to detect the source of this variation we divided the temperature affected genes into groups based on their expression levels in the dADAR hypomorph flies comparing to WT. 

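Between the strains, 526 genes passed the criterion at 18°C, 231 of them higher and 295 lower in ADAR hypomorph flies, and 451 genes passed at 29°C, 199 higher and 252 lower. With an adjusted p under 0.05 in addition (edgeR's quasi-likelihood test), 439 genes passed at 18°C and 365 at 29°C. Both temperatures shared 248 genes, 240 of them changed in the same direction, while 278 passed only at 18°C and 203 only at 29°C. Of the 278 genes, 108 had an unadjusted p under 0.05 at 29°C too, and the difference between the temperatures had an adjusted p under 0.05 for 37 of the 278 and for 24 of the 203 genes. Same-numbered libraries of the strains deviated together at 29°C (correlation of the deviations from the group means 0.297, against -0.287 for libraries with different numbers). With the replicate number as a block, which only the 8 numbered libraries allow, 469 genes passed at 29°C, and 445 passed in the same libraries without the block. Cyp6a17 and beat-Ib were at 256 ± 55.2 and 96.3 ± 5.13 normalized counts in WT flies at 18°C (SD, n = 3) and had no reads in the hypomorph libraries at 18°C, at least 83.2-fold and 31.3-fold lower. At 29°C they were at least 36.6-fold and 36.9-fold lower in the hypomorph. The strains also differed at the eye color gene w, by a log2 fold change of 3.69 at 18°C and 3.59 at 29°C. For the genes named here, effects of strain background were not separated from those of Adar. CG42392 was at least 8.55-fold lower in the hypomorph at 18°C. CG13492, CG3397 and CR45352 had no reads in WT flies at 18°C and were at least 25.0-fold, 15.4-fold and 8.42-fold higher in the hypomorph. At 29°C CG14273 and CR45625 had no reads in WT and were at least 165-fold and 10.6-fold higher in the hypomorph. PGRP-SC1a was at least 163-fold higher in the hypomorph at 29°C, but its reads could have been split with a near-identical neighbouring gene. CG18628, among the genes lowest in the hypomorph at 29°C, had a mean of 2051 normalized counts with an SD of 3466 in WT (n = 3), because nearly all of its counts came from WT replicate 2, and its call was lost in 1 of 16 alternative fits.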

Obviously, genes with similar expression levels in WT and dADAR hypomorph flies at both 18°C and 29°C will have also similar fold change values when comparing between temperatures in each strain. This means that the bias we observed in the fold change levels as described in Fig 3D must be related to genes differentially expressed in dADAR hypomorph in at least one of the temperatures. 

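The 981 genes that changed with temperature were divided by the strain effect. For the 138 genes that differed between the strains at 18°C only, the median log2 fold change between temperatures was 1.06 in WT (quartiles -0.80 and 2.07) and 0.34 in ADAR hypomorph flies (quartiles -0.92 and 1.24). The distributions differed by a Kolmogorov-Smirnov test across genes (D = 0.225, permutation p = 0.00185, adjusted p = 0.00339 over 11 gene sets), and 92 of the 138 genes had the more negative response in the hypomorph. The difference of the responses is by definition the strain effect at 18°C minus that at 29°C. Choosing genes by a strain effect at a single temperature therefore largely sets its sign. Of the 138 genes, 92 were lower in the hypomorph at 18°C, so the shift in part restates this choice. The 29°C-only genes below are bound in the same way. For the 111 genes that differed at 29°C only, the medians were -0.07 in WT and 0.40 in the hypomorph, a shift in the opposite direction (D = 0.189, permutation p = 0.0373, adjusted p = 0.0456). This comparison did not pass with the counts modelled in DESeq2 (permutation p = 0.160), DESeq2's size factors (0.0638), adjusted p-values (0.0949) or the replicate block (0.284). It passed with all genes with at least 1 count (permutation p = 0.0001) and with fold changes of group means (0.0115). The medians hardly differed (-0.02, permutation p = 0.9995) among genes with at least 10 counts in every library. Without 1 library at a time, the difference lay between 0.23 and 1.32 and passed in 10 of 12 fits. The lowest came from leaving out WT replicate 2 at 29°C (permutation p = 0.0847). For the 91 genes that differed at both temperatures, the medians were 0.14 and 0.10 (D = 0.121, permutation p = 0.522). The 641 genes that differed at neither temperature had medians of 0.48 in WT and 0.26 in the hypomorph (D = 0.0952, permutation p = 0.00579, adjusted p = 0.00796). Leaving out each library in turn, the difference for the 18°C-only genes lay between -0.97 and 0.03, and the value of 0.03 came from leaving out WT replicate 3 at 18°C.

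**Figure D3:**
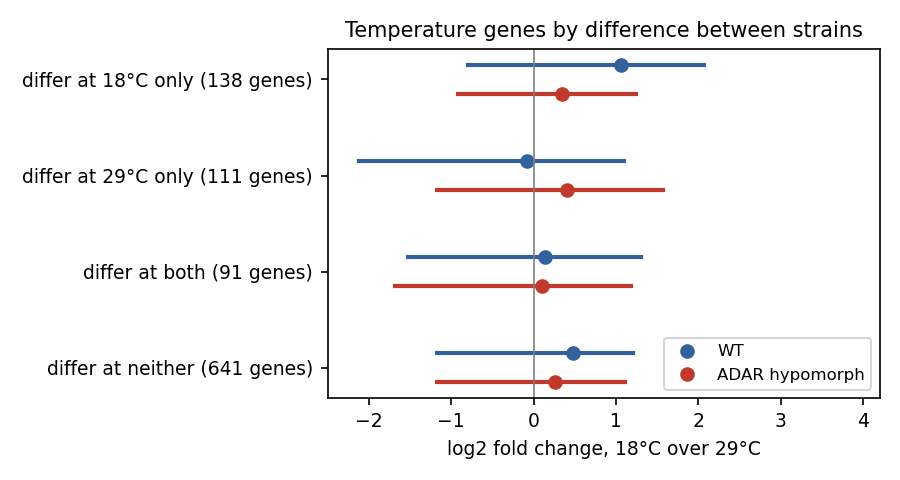
Median (points) and quartiles (lines) of the log2 fold change at 18°C over 29°C in WT (blue) and ADAR hypomorph (red) flies, for temperature genes divided by whether the strains differed at 18°C only, at 29°C only, at both or at neither temperature. The medians are 1.06 and 0.34 in the first group and -0.07 and 0.40 in the second.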

Interestengly, we found that this bias is related to the group of genes that are differentially expressed in dADAR hypomorphs only in 18°C (Fig 3E and 3F), but not to the ones differentially expressed in 29°C or in both temperatures (S4D and S4E Fig). Since ADAR expression levels are higher in 18°C this may imply that this group of genes requires higher ADAR levels. These results suggest that ADAR, directly or indirectly, mediates or amplifies an important part of the transcriptional response induced by temperature changes.

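The genes lower at 18°C than at 29°C were compared in the same way. The 313 such genes in WT had a median log2 fold change of -1.52 in WT and of -1.10 in ADAR hypomorph flies, and the 291 such genes in the hypomorph had medians of -1.15 in WT and -1.48 in the hypomorph. When 298 genes were chosen on the mean response of both strains, the medians were -1.53 in WT and -1.45 in the hypomorph and the distributions did not differ (permutation p = 0.338 for the Kolmogorov-Smirnov test). Averaged over each library, the difference of the responses for these 298 genes was -0.04 (exact permutation test over 400 arrangements of the strain labels, two-sided, p = 0.83). From the smaller responses of genes upregulated at 18°C and their relation to the genes that differ between the strains at 18°C only (Fig 3D and 3F), the paper proposes that ADAR, directly or through other factors, mediates or amplifies part of the transcriptional response to temperature.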

### ADAR modulates the behavioral adaptation to temperature changes

Locomotor activity is strongly influenced by temperature. *Drosophila melanogaster* flies are mainly active during the day at 18°C but quickly become nocturnal after exposure to 29°C[29]. To determine whether ADAR mediates this response we measured the locomotor activity patterns of control and ADAR hypomorph flies at 18°C and 29°C.

We found that ADAR hypomorph flies were less active than control flies both at 18°C and 29°C (Fig 4A). This was expected based on the previously described defects in locomotor activity of the ADAR hypomorph flies at 25°C[39]. At 18°C ADAR hypomorph flies displayed a pattern of activity similar to that of the control flies with most activity during the light period (Fig 4B). At 29°C, control flies were equally active during the dark and lights-on periods, whereas the ADAR hypomorph flies remained active mostly during the day, demonstrating that this strain fails to completely adapt to higher temperature (Fig 4C).

**Fig 4:**
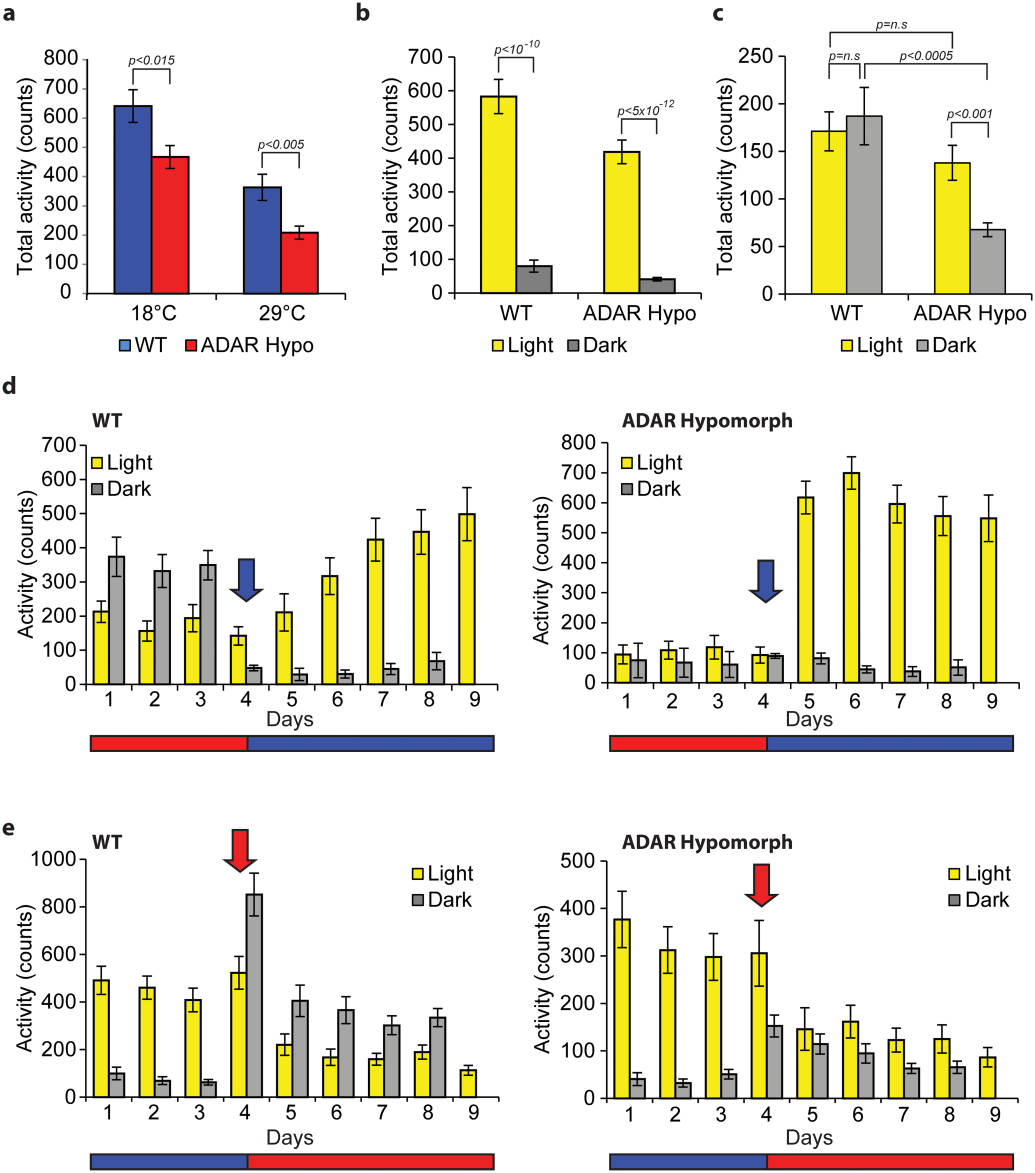
ADAR hypomorph flies display temperature dependent behavioral abnormalities. **(A)** ADAR hypomorph flies (red) are less active than control flies (blue) both at 18°C and 29°C. Total activity per day obtained by adding the average activity during the light and dark periods (8 days). N = 32 and 29 for hypomorph flies at 18°C and 29°C respectively and N = 27 for control flies at both temperatures. Statistical significance was assessed by Student-t test. Error bars represents SEM. **(B)** Although less active than their controls, at 18°C, the pattern of day-night activity of ADAR hypomorph and control flies is similar, with higher activity during the day. We calculated and ploted the average activity during the light (9 days) or dark periods (8 nights). Statistical significance was assessed by Student-t test. Error bars represents SEM. **(C)** At 29°C, control flies increase their night activity whereas the ADAR hypomorph flies remaine active mostly during the day. Statistical significance was assessed by Student-t test. Error bars represents SEM. **(D)** Behavioral activity assay for control (left) and ADAR hypomorph flies (right) that were exposed to 12:12h light:dark (L:D) cycles at 29°C for 4 days and then transferred to 18°C (L:D cycles) for 5 days. N = 29 for control and N = 32 for Adar hypomorph flies. An arrow marks the transition time point. Error bars represent SEM. **(E)** same as in (D), with the opposite temperature transfer, from 18 to 29°C. N = 30 for control and N = 31 for ADAR hypomorph flies. An arrow marks the transition time point.

To determine the kinetics of the adaptation to temperature, we performed additional experiments in which we recorded the behavioral patterns of control and ADAR hypo flies before and after transferring from 29°C to 18°C or vice versa. The control flies adapted to 18°C by increasing the day-time activity monotonically over the first few days at this temperature (Fig 4D, left, and S5 Fig). In contrast, ADAR hypomorph flies increased day-time activity immediately after transfer (Fig 4D, right, and S5 Fig), suggesting that ADAR activity somehow smoothens the behavioral transition to 18°C. In addition, when flies were transferred from 18°C to 29°C, the response of the ADAR hypomorphs was severely diminished (Fig 4E), suggesting an important role of ADAR in regulating the overall adaptation to higher temperatures. Interestingly, these differences were only detected at the activity level. We did not observe significant differences in the total amount of sleep during the day or night between ADAR hypomorphs and the control strain (S5 Fig).

## Discussion

Here we demonstrate a role for A-to-I editing and specifically the enzyme ADAR in temperature adaptation in *Drosophila*. We showed that temperature not only changes the total levels of editing but also the specificity of this modification. Briefly, we found that despite a higher level of editing at lower temperatures, more individual sites were edited at 29°C than at 18 or 25°C. This is due to a lower level of ADAR activity at 29°C. The sites modified at the high temperature were less evolutionarily conserved, more dispersed, less likely to occur in regions of secondary structure, and more likely to be located in exons. These results strongly support the notion that at 29°C, RNA editing is less deterministic and might even have deleterious effects.

Interestingly, hypomorph mutants for ADAR display a weaker transcriptional response to temperature changes than wild-type flies. In addition, and in agreement with the differences observed in the head transcriptomes, ADAR hypomorph flies displayed a highly abnormal behavioral response to temperature changes. In sum, our data show that ADAR is essential for proper temperature adaptation, a key behavioral trait that is essential for the survival of flies in the wild.

Recent work has shown that A-to-I editing is regulated by temperature with the higher levels detected at lower temperatures (15°C compared to 35°C)[30]. However, those studies were based on the study of only a handful of edited sites. Here we show that A-to-I RNA editing in *Drosophila* is much more common than previously proposed, and we provide the largest set of editing sites identified in this organism so far. Previous reports demonstrated that ADAR is negatively regulated at higher temperatures[30]. The decrease in A-to-I editing is due to lower dADAR protein levels as well as activity. Interestingly, the latter is achieved by temperature-sensitive auto-editing events[32]. These regulatory events cannot explain the loss in specificity of dADAR we observed at 29°C. It is possible that changes in ADAR activity induced by temperature mediate part of this loss of specificity. However we believe that these differences are rather due to changes in the secondary structure of the substrate RNA, which is generally altered by temperature *in vivo* [40,41]. The double-stranded structures that are dADAR substrates are likely more common at 18°C than at higher temperatures. Indeed, we found that a large fraction of the editing sites at 18°C are in regions predicted to be involved in secondary structure. We propose that ADAR has a role in regulating RNA secondary structure, likely during transcription but probably also later in the RNA life cycle. In mammals, A-to-I editing inhibits the formation of cytoplasmic RNA duplexes that could be interpreted by the cell as a sign of a viral infection[27].

The presence of strong secondary structures during transcription would have strong consequences both on transcription and other co-transcriptional events like splicing. As A-to-I editing happens co-transcriptionally, the possible disruption of specific RNA structures involving intronic sequences can influence splicing as well as polyadenylation efficiencies. Others and us recently showed that circular RNA (circRNA) production is regulated by ADAR in mouse[42] (ADD); dADAR likely regulates circRNA production in flies as well. Although circRNA production in fly heads is significantly increased at 29°C[43], we failed to find any correlation between circRNA levels and RNA editing in response to temperature changes (S2 Table). This does not rule out a role of dADAR in regulating circRNA levels, but rather suggests that the regulation is complex. A similar interplay might occur with alternative splicing and RNA editing or other types of mRNA processing events. Indeed, our finding that a subset of genes that are upregulated at 18°C (relative to 29°C) in wild-type flies were not expressed at significantly different levels in the ADAR hypomorph upon temperature shift, provides support for this hypothesis. It will be interesting to determine whether the splicing efficiency of these transcripts is influenced by temperature-dependent editing events.

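Of the 387 genes that passed the criterion and were higher at 18°C in WT flies, 152 passed it in the same direction in ADAR hypomorph flies. For 146 genes (37.7%) the temperature effect in the hypomorph had an unadjusted p of 0.05 or more, with a median log2 fold change of 1.5 in WT and 0.39 in the hypomorph. Tested for each of the 146 genes, the difference of the responses had an unadjusted p under 0.05 for 66 and an adjusted p under 0.05 for 15 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment over 9553 genes), and an unadjusted p of 0.05 or more for 80. Conversely, of the 297 genes higher at 18°C in the hypomorph, 86 (29.0%) had an unadjusted p of 0.05 or more in WT, and the difference had an adjusted p under 0.05 for 3 of these.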

The arguments laid out above might explain the necessity for high dADAR activity at 18°C. As putative disruptive structures in RNA transcripts must be quickly removed in order not to affect mRNA production, ADAR has evolved to be highly efficient at 18°C. The specificity of ADAR becomes problematic then at high temperatures as secondary structures are more labile. In this situation, ADAR activity increases the chance of mutations in exonic sequences, which we indeed found are more heavily edited at 29°C compared to 18°C. It seems plausible that ADAR is not completely necessary at 29°C; however, the behavioral defects observed in the ADAR hypomorphs suggest a more complicated mechanism. First, these mutant flies are generally less active than wild-type flies as previously described, and their activity levels are not temperature dependent. Second, after three days of entrainment ADAR hypomorphs adapt well to 18°C but not to 29°C. The lack of effect at 18°C might be related to the fact that the most important structures to be disrupted (and re-coding sites to be edited) likely engage in strong secondary structures at this temperature and that the remaining ADAR activity might suffice to disrupt them. The lack of adaptation to the higher temperature could be explained either by the presence of temperature-dependent re-coding events of important behavior-related genes or to the lack of disruption of structures that form at this temperature.

Previous studies have addressed roles for dADAR in fly behavior. While ADAR5G1 have completely disrupted locomotor behavioral patterns, they are likely of developmental origin, as dADAR hypomorph flies display more modest behavioral abnormalities[39,44,45]. dADAR hypomorphs also display abnormal male courtship behavior[39] and sleep[46]. These reported behavioral defects are likely due to missediting of transcripts encoding key proteins as the ones encoded by the genes *fruitless*[39], *cacophony*[44] or unknown mRNAs present in glutamatergic neurons[46].

In our observation of the kinetics of the adaptive response to temperature changes, another role for dADAR becomes apparent. In control flies, the temperature change *per se* resulted in an immediate behavioral response (decrease or increase in night activity for flies being transfered from 29°C to 18°C or from 18°C to 29°C, respectively; see S5 Fig). These immediate responses are much attenuated in the ADAR hypomorph flies (even when the overall response is increased in some of the cases; see S5 Fig). This is particularly evident in the 29 to 18°C transition and suggests that disruption of specific secondary structures by ADAR might be part of the temperature-sensing mechanism or at least involved in the early response to temperature changes. Interestingly, after this abrupt inhibition of the night activity, wild-type flies steadily increased the daily activity on the following days, whereas ADAR hypomorphs achieved the full response in the first day following the temperature transition. In the transition from 18 to 29°C, despite the abnormal behavioral response of ADAR hypomorphs, the kinetics of the transition were similar in both flies with both strains fully displaying their pattern of activity within the first day. We believe that the difference in adaptation of the flies to 29°C might be related to the lack of re-coding of specific mRNAs. However, we believe that the transition to lower temperatures requires a more general role of ADAR in maintaining the folding homeostasis of the RNA. The fact that ADAR hypomorph flies retain some of the molecular and behavioral responses to temperature strongly suggests that the observed effects are not affecting the general pathways for sensing temperature.

## Materials and methods

### Fly stocks

For the identification of temperature dependent editing events, we utilized a *wild type* CantonS strain (Bloomington stock center, Indiana). We also utilized a *wt* and ADAR hypomorph strains[39] (*Adar*^*5G1*^).

### RNA extraction and RNA-libraries preparation

Total RNA was extracted using Trizol reagent (Sigma) and treated with DNase I (NEB) following the manufacturer's protocol.

Stranded ligation-based, total-RNA libraries preparation was modified from[47] as follows: 1μg of total RNA was polyA^+^ selected (using Oligo(dT) beads, Invitrogen), fragmented in FastAP buffer (Thermo Scientific) for 3min at 94°C and then dephosphorylated with FastAP, cleaned (using 2.5X volume on SPRI beads, Agencourt) and then ligated to a linker1 (5Phos/AXXXXXXXXAGATCGGAAGAGCGTCGTGTAG/3ddC/, XXXXXXXX is an internal barcode specific for each sample), using T4 RNA ligase I (NEB). Ligated RNA was cleaned-up by Silane beads (Dynabeads MyOne, Life Technologies) and pooled into a single tube. RT was then performed for the pooled sample, with a specific primer (5´-CCTACACGACGCTCTTCC-3´) using AffinityScript Multiple Temperature cDNA Synthesis Kit (Agilent Technologies). Then, RNA-DNA hybrids were degraded by incubating the RT mixture with 10% 1M NaOH (e.g. 2ul to 20ul of RT mixture) at 70C for 12 minutes. pH was then normalized by addition of corresponding amount of 0.5M AcOH (e.g. 4ul for 22 ul of NaOH+RT mixture). The reaction mixture was cleaned up using Silane beads and second lygation was performed, where 3’end of cDNA was ligated to linker2 (5Phos/AGATCGGAAGAGCACACGTCTG/3ddC/) using T4 RNA ligase I. The sequences of linker1 and linker2 are partially complementary to the standard Illumina read1 and read2/barcode adapters, respectively. Reaction Mixture was cleaned up (Silane beads) and PCR enrichment was set up using enrichment primers 1 and 2 (5’-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-3’,

5’-CAAGCAGAAGACGGCATACGAGATXXXXXXXXGTGACTGGAGTTCAG ACGTGTGCTCTTCCGATCT-3’, where XXXXXXX is barcode sequence) and Phusion HF MasterMix (NEB). 10–12 cycles of enrichment were performed. Libraries were cleaned with 0.7X volume of SPRI beads. Libraries were characterization by Tapestation. RNA was sequenced as paired-end samples, in a NextSeq 500 sequencer (Illumina).

**For 3’ Digital gene expression** libraries preparation was similar, with one exception- PolyA^+^ selection was not done before fragmentation, but after linker1 ligation and samples pooling (before the RT reaction step).

### Editing validation

RNA (DNaseI treated, NEB) extracted from flies entrained at 18°C/ 25°C/ 29°C was reverse transcribed using random primes (iScript cDNA Synthesis kit, Bio-Rad). The resulting cDNA, and genomic DNA from the above flies were amplified by PCR (KAPA HiFi, KAPAbiosystems) using the following primers:

Sh-RO (intronic): Fwd: 5’-CTCCGGACCCCAAATCTAAC-3’, Rev: 5’-CGTTTCGCGGTGATAGAAGT-3’;

Calx-RF: Fwd: 5’-GGACAAGAACTACCGGGTCA-3’, 5’-AGTACATTCGGATGGGATCG-3’;

Ca-beta: Fwd: 5'-ACTCCCAGTCCCACTCTCAGTAT-3', Rev: 5'- GTGGATGTATCTGTGTCGCTGTA -3';

Tut1: Fwd: 5'- TTAGTATCGCACGAATCGGTATC -3', Rev: 5'- GACCTACTACTTCCGCGTGCT -3';

nAChRa1pha6: Fwd: 5'- ATAACCGATGAATCGAACTGATG -3', Rev: 5'- TTTGCTGTGTATTTTGTCGTTTG -3';

NaCP60E: Fwd: 5'- AATATTCCTTCCAGCCCGTTT -3', Rev: 5'- CCATCTGATTTACTTGCAGATACG -3';

Unc80: Fwd: 5'- GGCGGATTCTGAGACATGAG -3', Rev: 5'- CTGCTAAAGGTGTCGCCCTAT -3';

CG8481: Fwd: 5'- GAGGCAATCACACATGCACTT -3', Rev: 5'- ATATATCTGTCCACCATCGACCA -3';

Para: Fwd: 5'- TACCAAACTCCAAACCCCTTATT -3', Rev: 5'- TCTTTGTATAACGCTCACCGACT -3';

DopEcR: Fwd: 5'- GAGAACAACATGACGCACATTT -3', Rev: 5'- ATGATCAGAATTTTCCAAAACGA -3';

Amplified PCR products were cleaned from agarose gels and subjected to sanger sequencing.

### Read alignment

All reads at each file were aligned to dm3 genome, using BWA aln (0.6.2) with default parameters, and then BWA mem (0.7.4) with minimum seed length of 50. We kept only uniquely aligned reads (using samtools). The unaligned reads were used for detection of hyper-editing events, and the aligned reads were used for further analysis.

### Hyper-editing analysis

We used the recently published pipeline[12] for detection of hyper-edited reads in RNA-seq data. This algorithm is specialized to identify editing clusters that are ignored by standard alignment tools. In the sequencing reaction we expect the reads to be equally distributed from both orientations and the hyper-editing events to have no position preference along the read. Indeed, unlike other types of mismatches, A-to-G transitions were equally distributed in both plus and minus strand. In addition, we see no position preference on the reads for A-to-G, whereas A-to-C transitions (background mismatch) tended to localize in specific position, suggesting sequence errors as a source for this bias (S1 Fig). Therefore, non A-to-G mismatches were eliminated in this work.

### Analyses of RNA editing levels

The analyses of editing levels were done using REDItools script[48], which systematically identifies RNA editing events from a given list of sites. To reduce sequencing errors, six bases were trimmed out up and down the reads. We demanded that at least 2 reads support A-to-I variation at an editing frequency of at least 1%. We generated an editing list by combining the RADAR database[6] (2,697 sites), Rennan's and Rosbash's datasets[11,32] (3,580 and 1,341 sites respectively) with novel hyper-editing sites detected by our method (30,190 sites). This resulted in a list of 32,974 unique sites.

To detect RNA-editing sites in coding regions, we annotated all sites using ANNOVAR[49] and then excluded those sites in non-coding sequences. This yielded 11,079 sites. Statistical significance of alteration between temperatures for each editing event was evaluated using the *χ*^2^ test followed by 5% FDR correction. Then we compiled a list of 55 significantly altered editing sites in coding sequence, with at least 50 reads coverage and over 20% editing difference between temperatures.

Further validation on those sites was done using fly RNA-seq datasets downloaded from NCBI Gene Expression Omnibus database (accession number—GSE37232).

### Defining double-stranded RNA structures

In order to detect formation of double-stranded RNA structures, we searched for alignment of 40 bases centered on the hyper-edited sites with sequence 2 kilobases upstream and downstream of the regions. We used bl2seq[50] with -G -2 -F F -r 2 -W 7 -e 1000 parameters. A match was considered with 70% identity along 70% of the hyper-edited region length. To test the accuracy of this detection we calculated the ratio between matches of the hyper-edited regions and their antisense sequence (average of 15.24%) compared with matches to the same strand (average of 5.74%).

### Calculating expression levels

The number of aligned reads to each gene was calculated using featureCounts[51], with the same alignment. The expression level of dADAR was calculated using DEseq package[52] in R.

### Differential gene expression analysis from 3’DGE experiments

RNA-seq reads from 3’ Digital gene expression (DGE) experiments were aligned to the genome and transcriptome (dm3) using TopHat[53]. ESAT tool[54] was used in order to count number of reads for each gene, and differential expression analysis was performed with DEseq[52]. We considered genes with log(fold change)>1 and p-value<0.05 as significantly changing.

### Locomotor activity measurements

Male flies were monitored using Trikinetics *Drosophila* Activity Monitors using 1 minute bins. Flies were entrained 5 days in 12:12 Light:Dark cycles (LD). Before temperature shift (to 18 or 29°C), flies were entrained for 3 days at 25°C. Analyses were performed with a signal processing toolbox[55]. All the activity assessments were done in LD. Total activity for four days during the light/ dark phase was averaged

### Sleep

Adult male flies (3–5 days old) were placed in glass tube and monitored for 5–6 days in constant light-dark (LD) condition via using Trikinetics *Drosophila* Activity Monitors (DAM; Trikinetics,Waltham,MA) system. During the experiment, flies were supplemented with agar food (2% Agar and 5% sucrose). The sleep assay was performed at fixed humidity and temperature (25 ± 1°C). Data were collected according to pySolo manual and analyzed via pySolo sleep analysis software[56].

### Accession numbers

All raw sequencing data are available for download from National Center for Biotechnology Information GEO database under accession number GSE95313.

## Supporting information

S1 Fig Quality control of Data. **(A)** Count of hyper-editing events in *drosophila melanogaster*. Most of the detected mismatches were of A-to-G type. A total of 30,190 unique A-to-G editing sites were discovered, more than 74% of all the detected unique sites. 10,300 (25%) of the detected sites were of A-to-C type substitution, next was proven to be due to a sequencing error. **(B)** Distribution of hyper-editing events along read's positions. Each bar represents the number of editing events (A-to-G or A-to-C) found at every specific position within the read. We expect that real editing events to have no position preference along the read, whereas A-to-C substitution (background mismatch) tended to localize in specific position. Importantly, the distribution of A-to-G hyper-editing sites is not equal along the read since we discarded clusters too close to the end of the read to overcome improper alignment due to splicing [12]. **(C)** Distribution of editing events across the reads strands. Each bar refers to a specific type of mismatch, and shows the fraction of editing sites in each strand (+ or -) as well as the specified mismatch (e.g., A-to-G). Only the A-to-G sites show the expected behavior from true editing sites (~50/50%), while A-to-C substitution was detected only in the sense (+) strand, strongly suggesting that these mismatches are the result of technical error during the sequencing reaction.
(TIF) Click here for additional data file.

S2 Fig Analysis of known and hyper-editing sites. **(A)** Venn diagram describing the number of detected hyper-editing sites in each temperature. 10,122 unique A-to-G editing events were discovered at 18°C, 5,406 at 25°C and 15,724 at 29°C. 681 (2%) of the detected hyper-editing sites were shared between all three temperatures. **(B)** The fraction of inosines among all expressed adenosines of previously detected hyper-editing sites, shows a lower editing levels at 29°C. **(C)** dADAR deferential expression levels distributions at different temperatures is shown. ADAR transcript levels decrease as temperature increases. **(D)** Illustration of hyper-edited region. Hyper-edited cluster defined as the number of nucleotides between the first and the last high-quality A-to-G mismatch (cluster should cover at least 10% of the read). All overlapping hyper-edited clusters were merged (the genomic coordinates) to create a hyper-edited region, maintaining a maximum distance of 20 bases between edited clusters. Region's boundaries were set from the first base of the upstream cluster, to the last base of the downstream cluster.
(TIF) Click here for additional data file.

S3 Fig Editing alteration in coding sequences. **(A)** Each row represents one of the 55 editing sites in CDS (S1 Table) that were significantly modified between temperatures, and each column represents one tested sample. The editing levels are represented by the color in each position. The samples were clustered showing clear division between temperatures. **(B)** Validation of Calx (chr3R:16819460, CDS) and Sh (chrX: 17824987, intron) differential editing using direct Sanger sequencing. **(C)** Genomic validations of eight significantly altered editing sites: Ca-beta (chr2L:11159274), tut1 (chr2L:4314586), nAChRalpha6 (chr2L:9809350), NaCP60E (chr2R:20802317), unc80 (chr3R:23500290), CG8481 (chr3R:5595147), para (chrX:16398273), DopEcR (chr3L:4369459).
(TIF) Click here for additional data file.

S4 Fig *Adar* is required for adaptation of the transcriptome to temperature changes. **(A)** The distribution of hyper-editing detected sites, normalized to the aligned number of reads, shows a different editing behavior for hypomorfic and WT flies. **(B)** ADAR hypomorph flies have lower expression of *Adar* mRNA comparing to WT flies. The data presents normalized read counts from 3' RNA-seq experiment **(C)** IGV snapshot of RNA-seq data from WT and ADAR hypomorph flies 3'. The single peak in both strains demonstrates no production of a new truncated protein in the ADAR hypomorph flies **(D)** Cumulative distribution plot for genes differentially expressed in 29°C vs. 18°C that are affected by ADAR hypomorph in both 18°C and 29°C. **(E)** Cumulative distribution plot for genes that are affected by ADAR hypomorph only in 29°C. For the comparisons presented in B and C Kolmogorov-Smirnov test showed that there are no significant differences between the curves (p = 0.83 and p = 0.69, respectively).
(TIF) Click here for additional data file.

S5 Fig ADAR hypomorph flies show no differences in their sleep in respect to their controls. **(A)** No difference in average sleep between ADAR hypomorph and control flies, both at 18 and 29°C. **(B)** No difference in night or day sleep between ADAR hypomorph and control WT flies at 18 or 29°C. **(C-D)** Temperature transition (marked in an arrow) does not affect total sleep of ADAR hypomorph flies, in respect to their controls.
(TIF) Click here for additional data file.

S1 Table CDS editing analysis. (XLSX) Click here for additional data file.

S2 Table RNA editing inside circRNA. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

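Heads of WT and ADAR hypomorph flies kept at 18°C or 29°C were profiled by 3' RNA-seq, with 3 libraries in each of 4 groups. The authors aligned the reads with TopHat to the fly genome and transcriptome (dm3), counted the reads of each gene with ESAT, and deposited one table of whole-number counts for 15423 genes without normalization. The table gives a symbol, a chromosome and a strand for each gene and no positions. The genome annotation at hand is of another build (dm6), so no coordinates are printed, and it was used only for gene order and gene length. The sample labels name no molecular identifiers, and PCR copies of a fragment are not independent molecules. In each group, 2 libraries carry the replicate numbers 2 and 3 in the deposited table and in the sample labels, and the remaining column carries no number and was used only as a further replicate of its group. 4 more columns of the table, of another temperature, belong to no sample described here and were not used here.

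All tests of single genes used edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the 4 groups (minimum count 10), which left 9553 genes of the 14611 with at least 1 count. Counts were scaled by the TMM method, and a quasi-likelihood model with the 4 groups was fitted to all 12 libraries. The biological coefficient of variation was 12.9%. The temperature effect in each strain, the strain effect at each temperature, and the response of the hypomorph minus that of WT were tested by edgeR's quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method over the 9553 genes. The paper counts genes with a log fold change over 1 and a p-value under 0.05. Its text does not say whether that p-value was adjusted, so the unadjusted p was used with a log2 fold change over 1, and counts with an adjusted p are given beside it. Normalized counts are scaled to the mean effective library of 6952688 counts. CPM values are TMM-normalized.

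Genes past the criterion in either strain form the temperature genes. Distributions of fold changes across genes were compared by a two-sided Kolmogorov-Smirnov test with 100000 permutations, and the p-values of the 11 gene sets were adjusted by the Benjamini-Hochberg method. The alternatives of these tests used 10000 permutations. Correlations across genes used 10000 permutations. Genes are not independent replicates. Gene sets were therefore also averaged in each library as the mean log2(CPM + 1), and the difference of the temperature responses was tested by an exact permutation of the strain labels within each temperature, with 400 arrangements. With 3 libraries against 3, an exact permutation test cannot give a p below 0.1.

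Genes were named by a rule set before the data were examined. For each of the 5 comparisons, the 3 genes with the largest rise and the 3 with the largest fall were named among genes with an adjusted p under 0.05 and a mean of at least 10 normalized counts in a compared group, and for the comparisons other than the difference of responses the groups were also required not to overlap. Adar, the 12 genes that the paper names and sets of marker genes were added. A fold change against a group in which every library has 3 counts or fewer is given as a lower bound against that floor. These floors cover counting error only.

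Libraries of the same group were compared for duplicates. The chi-square statistic per degree of freedom between them was 3.29 to 9.36, more than sampling noise, so none was counted as a copy of another. The replicate numbers shared by the groups come from the sample labels. Same-numbered libraries had a mean correlation of deviations from the group means of 0.0910, against -0.0873 for libraries with other numbers.

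The model was tested on simulated counts for 9553 genes, 200 of them changed by a log2 fold change of 1.5. The changed genes were drawn from those with a mean of at least 5 CPM, so recovery at lower levels was not tested. It called 196 (98%) of the changed genes for the temperature effect in WT, 196 (98%) for the strain effect at 18°C and 176 (88%) for the difference of responses, with 12, 9 and 5 false calls. The alternatives were DESeq2 1.42.0, DESeq2's size factors within edgeR, all genes with at least 1 count, the 8273 genes with at least 10 counts in every library, the replicate number as a block in the 8 numbered libraries, a fit of only the compared groups, adjusted p-values, fold changes of group means of CPM + 1, other choices of the gene sets, and leaving out each library in turn. Further calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and plots used matplotlib 3.10.9. The editing and behaviour experiments of the paper were not analysed here.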

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

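Of the tests in this part, the other arrangements of the libraries and the count without WT replicate 2 at 29°C were chosen only after the result was seen, and the tests of composition and depth were written before theirs. The named genes, the fits and the list of alternatives were chosen before the data were examined, apart from the fit of the 8 numbered libraries without the block and the neighbours of Adar by gene order.

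The temperature response differed between WT and ADAR hypomorph flies for 222 genes with an adjusted p under 0.05 by edgeR's quasi-likelihood test of the difference itself, 161 with a more negative response in the hypomorph and 61 with a more positive one. By the criterion of the paper, a log2 fold change beyond 1 and an unadjusted p under 0.05, 241 genes passed, 133 with a more negative response in the hypomorph and 108 with a more positive one. The paper compares the responses by the size of their ratio. The 6 genes named by the rule for this comparison, as log2 differences of the hypomorph response minus the WT response, were Fbp1 (-6.50), Fbp2 (-6.03) and Lsp1alpha (-5.81) among the falls and CG1722 (4.13), CG43293 (3.68) and Cyp6a20 (2.66) among the rises. Of the 222 genes, 106 responded with opposite signs in the strains, and 112 had the smaller absolute response in the hypomorph, so a weaker response in the hypomorph does not describe the whole list.

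Several technical explanations were tested. When the strain labels were exchanged within each temperature, keeping as many same-numbered pairs apart, 5 of 32 arrangements gave as many genes, the real one included. The arrangements with more genes, up to 3191, exchange unequal numbers of labels at the temperatures and so turn strain effects into differences of responses. Among the 10 arrangements that exchange equal numbers, only the real one gave as many, and the largest of the others gave 0. A share of these 10 cannot fall below 0.1, so the arrangements alone do not exclude chance. In 100 simulations with the same response in both strains, the median count was 0 and the central range 0 to 2. These drew each gene independently, so shifts shared by the genes of a library were not covered. Without WT replicate 2 at 29°C, in which many additional genes were detected, 190 genes passed, within the 154 to 214 given by leaving out any other library. The median of their mean CPM was 94.98 against 18.2 for all tested genes, but the test finds differences more easily in genes with more counts, so the list cannot be told apart from an effect of depth by this.

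A difference in fat body or sex composition between the groups may explain part of the list. After removal of fat body and sex marker genes and of genes correlated with Yp1 or Lsp2 over the 12 libraries beyond 0.9 in absolute value, 178 of the 222 genes (80.2%) were left. Fbp1, Fbp2 and Lsp1alpha are themselves markers of the larval fat body and are among the genes removed, so for these a larger remnant of larval fat body in WT heads at 18°C is a candidate explanation that was not separated from regulation. CG43293 had an adjusted p of 0.05 or more in 13 of 16 alternative fits and CG1722 in 1 of 16, with the highest at 0.122 for each. The responses of the 178 genes were not adjusted for composition, so whether it accounts for a part of them was not tested.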

How the results depend on the processing

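No test in this part was chosen after the result was seen except the fit of the 8 numbered libraries without the block. Over 17 results, 300 alternative values were computed: 244 were grouped as kept, 13 as weaker, 1 as stronger, 14 as moved and 28 as reversed. Kept values had the same direction and side of the threshold or, for counts of genes, a limited change in size. This limit was wide: counts of 154 and 311 against 222 and of 766 against 588 were grouped as kept. A count of 1111 against 700 was grouped as moved. The cause was not tested for the changes given here, except where a value is given.

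With all genes with at least 1 count, 1111 genes passed the criterion for temperature in WT and 829 for strain at 29°C, 822 genes had fold changes that differed more than 2-fold, and the median difference over all temperature genes became 0.90. Of the 422 additional temperature genes in WT, 60.2% had more counts in WT replicate 2 at 29°C than in all other libraries together. With at least 10 counts in every sample, 342 and 276 genes passed for temperature in WT and the hypomorph, 254 and 205 for strain at 18°C and 29°C, and 95 had fold changes that differed more than 2-fold; this filter removes genes that fell to low counts in any group. Under it the median difference was -0.71 for genes that differed at 18°C only (permutation p = 0.0547), -0.017 for those at 29°C only (permutation p = 1.00) and 0.29 for those at both.

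With the replicate number as a block in the 8 numbered libraries, 77 genes had a difference of responses with an adjusted p under 0.05, and without the block in the same libraries 69 had. The count thus fell from 222 without the block as well, and whether the number of libraries or which libraries were left out lowered it was not tested. The other alternatives of this count gave 311 with DESeq2, 290 with all genes with at least 1 count, 287 with at least 10 counts in every sample, 236 with DESeq2's size factors and 154 to 214 with 1 library left out, and the criterion of the paper on the difference gave 241. The difference for the 29°C-only genes was 0.38 with the block (permutation p = 0.284) and 0.41 without it (permutation p = 0.248). The correlation of same-numbered libraries was 0.0910 over all pairs of groups. With DESeq2 the differences were 0.51 for the 29°C-only genes (permutation p = 0.160) and 0.057 for genes at both temperatures, and with DESeq2's size factors the first was 0.58 (permutation p = 0.0638). With adjusted p-values they were 0.39 (permutation p = 0.0949) and 0.28. Over all its alternatives the p of the 29°C-only genes ranged from 0.0001, the smallest that 10000 permutations can give, to 1.00.

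Fold changes of group means of CPM + 1 gave 206 genes that differed more than 2-fold. Genes chosen in WT gave 223, those chosen in the hypomorph 182, and those chosen on the mean response 194. When chosen in the hypomorph, the median difference was 1.02 over all its temperature genes and 0.32 for genes higher at 18°C. Over all temperature genes it was -0.75 when chosen in WT and -0.18 when chosen on the mean response, against -0.026 when chosen in either strain. The Adar strain effect at 18°C was -0.42 with an adjusted p of 0.0579 by edgeR when only the 2 groups were fitted, within a range of 0.00157 to 0.191 over its alternatives.

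Leaving out each library in turn, the Adar strain effect at 18°C ranged from -0.62 to -0.25, its temperature effect in WT from -0.081 to 0.030 and in the hypomorph from 0.12 to 0.49, with an adjusted p of 0.0115 by edgeR at the highest. The median difference ranged from -0.17 to 0.32 over all temperature genes, from -0.97 to 0.031 for the 18°C-only genes, from 0.23 to 1.32 for the 29°C-only genes and from -0.36 to 0.35 for genes at both temperatures. The sign was opposite to that of the fit of all libraries in 9 of the 12 fits for the first and for the last, so neither has a stable direction, and in 1 of 12 for the 18°C-only genes, without WT replicate 3 at 18°C.

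Among the results that kept their direction and side of the threshold in every fit without 1 library were the genes higher at 18°C in WT, whose difference stayed between -0.64 and -0.45, Adar at 29°C, between -0.81 and -0.72, and the correlation of responses, between 0.573 and 0.739. For the planned windows of base pairs around Adar no value could be given, since positions of the authors' build were not used here. In simulated counts at the depth and number of libraries used, changes were log2 fold changes of 1.5 in genes with a mean of at least 5 CPM. Of these, 88% were recovered for the difference of responses and 98% for the temperature effect in WT. Changes in genes of lower counts, other depths and other numbers of libraries were not simulated.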

Differences from the paper's values

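The paper gives a Kolmogorov-Smirnov p below 0.0001 for all temperature genes (Fig 3D), against a permutation p of 0.00306 here. Of the alternatives set before the data were examined, 0.0001, the smallest that 10000 permutations can give, was reached with all genes with at least 1 count, with the replicate block, without the unnumbered hypomorph library at 18°C, and with genes chosen in WT or in the hypomorph. It was also reached in the 8 numbered libraries without the block, a fit chosen after the values were seen. The median difference, hypomorph minus WT, was -0.24 with the block, -0.25 without it and -0.75 with genes chosen in WT. It was 0.90 with all genes with at least 1 count and 1.02 with genes chosen in the hypomorph. Without the unnumbered hypomorph library it was 0.017. Where it was positive, the p was reached but not the order of the medians in Fig 3D. DESeq2, DESeq2's size factors, at least 10 counts in every sample, adjusted p-values, group means, genes chosen on the mean response and the other 11 fits without 1 library did not close the gap.

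For genes that differed between the strains at 18°C only, the paper gives a p below 0.001 (Fig 3F), against a permutation p of 0.00185 here. The gap was closed with DESeq2's size factors, the replicate block, adjusted p-values, group means, and without the unnumbered WT or hypomorph library at 18°C, hypomorph replicate 3 at 18°C, any 1 of the WT libraries at 29°C or hypomorph replicate 3 at 29°C, and in the 8 numbered libraries without the block, chosen after the values were seen. It was not closed with DESeq2, all genes with at least 1 count, at least 10 counts in every sample or the other fits without 1 library.

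For genes that differed at both temperatures, the paper's p is 0.83, against a permutation p of 0.522 here. DESeq2 (0.794), at least 10 counts in every sample, the replicate block, adjusted p-values, group means and the fits without any 1 library at 18°C, WT replicate 3 at 29°C or the unnumbered hypomorph library at 29°C closed the gap. DESeq2's size factors, all genes with at least 1 count and the remaining fits did not.

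For genes that differed at 29°C only, the paper's p is 0.69, against a permutation p of 0.0373 here. Of the alternatives set before the data were examined, only at least 10 counts in every sample closed this gap between p-values. There the permutation p was 0.9995. The comparison also did not pass with DESeq2 (permutation p = 0.160), DESeq2's size factors (0.0638), adjusted p-values (0.0949) or the replicate block (0.284). Without WT replicate 2 at 29°C (0.0847) or hypomorph replicate 3 at 18°C (0.0564) it did not pass either. It passed with all genes with at least 1 count (0.0001), group means (0.0115) and the other fits without 1 library. The paper states that the shift is not related to these genes. In the main fit their medians were -0.07 in WT and 0.40 in the hypomorph. Whether the strains differed here depended on the processing.

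The median log2 fold change of all temperature genes in WT was about 0.75 in the paper's Fig 3D, read by eye, against 0.33 here, and none of the alternatives set before the data were examined closed the gap. In the hypomorph it was about 0.4 in Fig 3D, read by eye, against 0.31 here, and the gap was within the spread between replicates with DESeq2 (0.36), DESeq2's size factors (0.31), adjusted p-values (0.37), genes chosen on the mean response (0.33) and without hypomorph replicate 2 at 29°C (0.44). With DESeq2's size factors the value itself hardly moved. The gap was larger than this spread with the other alternatives.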

Other observations

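The tests of composition, of the Adar library, of detection after thinning, of the male abdomen and of the unfiltered calls, and those of the neighbours of Adar and of the edited genes against random lists, neuron markers as a class and gene length, were written before their results were seen. All other tests in this part were chosen only after the result was seen.

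Other splits of the 6 libraries of a comparison were fitted for each count of genes. Of the 4 splits that part both numbered pairs, 1, the real one, gave as many genes for temperature in WT, in the hypomorph, and for strain at 18°C and at 29°C. The next largest counts were 129, 55, 79 and 61, and the largest of the other 6 splits, which keep at least 1 same-numbered pair together, were 105, 74, 85 and 102. Splits this few cannot give a small share, so chance is not excluded by them alone.

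For the genes higher at 18°C in WT, choosing the genes in WT may by itself make the response look weaker in the hypomorph. In 100 simulations with the same response in both strains, the median difference was -0.15 with a central range of -0.22 to -0.06, and 0 of 100 reached the observed -0.53. The choice therefore accounts for a part of the difference in these simulations and not for all of it. The simulations drew each gene independently, without shifts shared by the genes of a library. In the real libraries the mean over the 387 genes had an SD of 0.20 in WT at 18°C. The simulated ranges may therefore be too narrow, here and for the sets below, and do not exclude noise of this kind. The weaker response did not go one way: for genes chosen in the hypomorph the difference was 0.32 in the opposite direction, where the simulations gave 0.15 and 0 of 100 reached 0.32. With DESeq2's size factors the difference in the WT-chosen set was -0.53. Removal of genes that follow fat body or sex composition took out only 8 of 387 genes and left -0.51, a test that could hardly move the median, so the pattern cannot be told apart from a difference in composition. For genes chosen on the mean response, the difference averaged over each library was not set apart by the exchange of strain labels (exact permutation p of 0.225). That exchange can also turn strain effects into differences of responses, so this p does not measure the spread of the libraries alone. The number of genes past the criterion for temperature in the hypomorph was 588, where the simulations gave a median of 694.5 and 0 of 100 gave as few, while in WT it was 700, against a median of 693, with 33 of 100 as high.

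For genes that differed between the strains at 18°C only, 2 of 100 such simulations gave a median difference as low as -0.72. For those at 29°C only, 5 of 100 gave one as high as 0.48, so this shift could be noise in grouping genes by the strain effect at a single temperature.

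Adar was at 37.7 CPM in the unnumbered hypomorph library at 18°C. At 175 genes that separate the strains, this library had a median position of 1.00, where 0 is the WT mean and 1 the mean of the other hypomorph libraries at 18°C, so a mixture with WT flies was not seen. Replicates 2 and 3 were at 0.987 and 0.948. Between temperatures, Adar did not change in WT in these libraries (log2 fold change -0.04, standard error 0.14, adjusted p = 0.864 by edgeR), and in the hypomorph it was 0.32 (standard error 0.14, adjusted p = 0.100 by edgeR). The paper's statement of lower Adar mRNA at higher temperature is for another experiment (S2C Fig).

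WT replicate 2 at 29°C held reads of many genes absent elsewhere. It had 591 genes with reads in no other library, against 33 to 84 in the others. Depth did not account for this: with every library thinned to 4409119 counts it detected 12324 genes, and the others 10916 to 11248. Of 15 markers of the ovary and gut, 7 were highest in it, and of 15 markers of the testis and accessory gland, 15 were. Without a filter on low counts, 254 of 422 additional genes called in WT (60.2%) had more counts there than in all other libraries together. Some gut and ovary markers were raised in it too. It had 237 CPM of betaTry and 12.4 CPM of Cp15, against medians of 0.39 and 0.23 in the other libraries. Cp36 and Cp38, at 0.27 and 0 CPM, were not raised. Jon99Cii was at 45.6 CPM against a median of 0.44, but another library reached 278 CPM. At 29°C the hypomorph had 93.2 ± 160 CPM of it (SD, n = 3). RNA from male abdomens is a candidate source, as a hypothesis, and gut or ovary RNA was not excluded.

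Yolk protein genes were lower in the hypomorph at both temperatures, with log2 fold changes at 18°C of -1.78 for Yp1, -1.98 for Yp2 and -1.88 for Yp3, and at 29°C of -0.71, -0.72 and -0.81. More males among the hypomorph flies could give this, since the male-specific roX1 and roX2 were higher by 0.71 and 1.58 at 18°C, while at 29°C roX2 was higher by 0.64 (adjusted p = 0.0124 by edgeR) and roX1 was at -0.31 (adjusted p = 0.347 by edgeR), which leaves open whether the share of males differed. Lsp2, chosen after its values were seen, was at 1054 ± 108 CPM in WT at 18°C and 27.6 ± 4.94 CPM in the hypomorph, and at 198 ± 14.3 and 170.1 ± 53.2 CPM at 29°C (SD, n = 3).

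All 17 photoreceptor genes of a list written after the first results were higher in the hypomorph at both temperatures, with a median log2 fold change of 1.03 at 18°C and 0.96 at 29°C. More eye tissue in the samples could raise them together, but their log2 fold changes at 18°C ranged over 2.09, up to 2.60 for ninaE. The white gene w was higher by 3.69 at 18°C and 3.59 at 29°C, so the strains also differ at an eye color gene. Which of these differences follow from Adar was not tested.

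The clock genes per, tim, vri and Pdp1 had a median log2 fold change of 1.35 between temperatures in WT, while Clk was at -0.66 and cry at -0.00. The first 4 genes ranged from 0.20 for Pdp1 (adjusted p = 0.0730 by edgeR) to 1.94 for vri, and 3 had an adjusted p under 0.05. Collection at another phase of the day could move the clock genes in opposite directions, and because cry did not change this was not settled.

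The strain effect was not concentrated around Adar. Among 50 tested genes on each side of Adar in gene order on the X chromosome, 7 of 100 had an adjusted p under 0.05 by edgeR at both temperatures in the same direction, against 12.8% elsewhere (Fisher's exact test, two-sided, p = 0.0962). Among 100 on each side the share was 14.5% (Fisher's exact test p = 0.454). The share was 17.8% on the X chromosome as a whole and between 9.35% and 13.8% on 2L, 2R, 3L, 3R and 4.

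The 37 genes of the paper's S1 Table, which hold edited coding sites altered by temperature, changed more between the strains than random lists matched on expression, with a median absolute log2 fold change of 0.32 against 0.18, at percentile 99.9 of 10000 lists. With lists matched also on gene length it was at percentile 99.8. Of the 37 genes, 36 were higher in the hypomorph. At 18°C 23 had an adjusted p under 0.05 by edgeR over all genes and 30 over the list alone, and at 29°C 15 and 15. The difference of responses passed for 0 of them, with 4 at an unadjusted p under 0.05, and by its size the 37 genes were at percentile 95.3 of the random lists. Neuron markers, 10 of 10 higher in the hypomorph, were at percentile 81.0 and so not past the random lists as a class. The edited genes did not differ from the neuron markers in their median (permutation p = 0.328), so a higher share of neuronal RNA in the hypomorph libraries could explain the rise. The 10 neuron markers rose unequally at 18°C, from 0.019 for Syt1 to 1.26 for Gad1, and 6 had an adjusted p under 0.05 by edgeR. Whether a common share explains the rise was therefore not settled. Of the 12 genes that the paper names, 9 changed between the strains at 18°C with an adjusted p under 0.05 by edgeR over all genes and 11 over the list alone, and 5 and 5 at 29°C. None passed the fold change criterion, and the difference of responses passed for 0, with 0 at an unadjusted p under 0.05.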
